# Respiratory neuropathology in spinocerebellar ataxia type 7

**DOI:** 10.1172/jci.insight.170444

**Published:** 2024-07-18

**Authors:** Debolina D. Biswas, Yihan Shi, Léa El Haddad, Ronit Sethi, Meredith Huston, Sean Kehoe, Evelyn R. Scarrow, Laura M. Strickland, Logan A. Pucci, Justin S. Dhindsa, Ani Hunanyan, Albert R. La Spada, Mai K. ElMallah

**Keywords:** Neuroscience, Pulmonology, Expression profiling, Neurological disorders, Respiration

## Abstract

Spinocerebellar ataxia type 7 (SCA7) is an autosomal dominant neurological disorder caused by deleterious CAG repeat expansion in the coding region of the ataxin 7 gene (polyQ-ataxin-7). Infantile-onset SCA7 leads to severe clinical manifestation of respiratory distress, but the exact cause of respiratory impairment remains unclear. Using the infantile-SCA7 mouse model, the SCA7^266Q/5Q^ mouse, we examined the impact of pathological polyQ-ataxin-7 on hypoglossal (XII) and phrenic motor units. We identified the transcript profile of the medulla and cervical spinal cord and investigated the XII and phrenic nerves and the neuromuscular junctions in the diaphragm and tongue. SCA7^266Q/5Q^ astrocytes showed significant intranuclear inclusions of ataxin-7 in the XII and putative phrenic motor nuclei. Transcriptomic analysis revealed dysregulation of genes involved in amino acid and neurotransmitter transport and myelination. Additionally, SCA7^266Q/5Q^ mice demonstrated blunted efferent output of the XII nerve and demyelination in both XII and phrenic nerves. Finally, there was an increased number of neuromuscular junction clusters with higher expression of synaptic markers in SCA7^266Q/5Q^ mice compared with WT controls. These preclinical findings elucidate the underlying pathophysiology responsible for impaired glial cell function and death leading to dysphagia, aspiration, and respiratory failure in infantile SCA7.

## Abstract 2

Spinocerebellar ataxia type 7 (SCA7) is a hereditary neurological disease that causes problems with mobility and vision. Each generation of patients with SCA7 is more severely affected than their parents. Infants with SCA7 have problems with feeding, swal

## Introduction

Spinocerebellar ataxia type 7 (SCA7) is an autosomal dominant neurological disorder characterized by cerebellar ataxia, retinal dystrophy, dysarthria, dysphagia, aspiration, and respiratory dysfunction (1–6). SCA7 is caused by an expansion of CAG repeats in the coding region of the ataxin-7 gene (*ATX7*), which is translated into an expanded polyQ (polyglutamine) stretch in the ataxin-7 protein. Approximately 7 to 35 CAG repeats are present in normal *ATX7* (7–9). However, the symptoms of SCA7 manifest when there are 37 to more than 300 CAG repeats (4, 10–12). The number of CAG repeats is directly proportional to the severity of the symptoms and inversely proportional to the age of onset. Furthermore, SCA7 results in genetic anticipation — that is, the number of CAG repeats increases in consecutive generations and causes an earlier onset and more rapidly progressive severe disease (5, 13–16).

Infantile-onset SCA7 is associated with more than 200 CAG repeats and results in rapid disease progression and death within 1–3 years. Infants with SCA7 have severe pathology characterized by swallowing dysfunction and brainstem degeneration, and they often succumb to aspiration pneumonia and respiratory failure (2, 14, 17–19). We previously confirmed respiratory pathology in an infantile-SCA7 mouse model with severe disease and extensive CAG repeats — SCA7^266Q/5Q^-knockin mice (hereafter called SCA7 mice) carrying 266 CAG repeats (20). SCA7 mice have progressive respiratory dysfunction, with episodes of erratic breathing and prolonged apneic events. In addition, these mice have decreased phrenic and hypoglossal (XII) motor neurons (21). The phrenic nerves originate from the phrenic motor neurons in C3–C5 of the cervical spinal cord and innervate the diaphragm — the primary muscle of inspiration. Loss of phrenic motor neurons reduces respiratory capacity and leads to respiratory failure (22, 23). The XII nerves originate from the XII motor neurons in the medulla oblongata and innervate several extrinsic and intrinsic tongue muscles essential for motor function, including maintaining upper airway patency during inspiration (24–26). Damage to the phrenic and XII nerves can lead to respiratory insufficiency, dysphagia, aspiration pneumonia, and eventually respiratory failure (2, 14, 18). Despite the significant respiratory pathology, the mechanism by which polyQ-ataxin-7 causes this respiratory pathology remains unknown. The primary aim of this study was to investigate the impact of polyQ-ataxin-7 protein accumulation in the glia and motor neurons of the XII and putative phrenic motor nuclei. The secondary aim was to investigate the impact of this pathology on efferent nerve output and neuromuscular junction (NMJ) integrity. Using the SCA7 mouse model, we report changes in gene expression in the medulla and cervical spinal cord, histopathology in the XII and putative phrenic motor nuclei, the XII and phrenic nerves, and the NMJ.

## Results

### Expression of ataxin-7 is prominent in the astrocytes of the XII and phrenic respiratory motor nuclei and results in increased cell death.

Similar to infantile-SCA7 patients, the infantile mouse model of SCA7 demonstrates respiratory insufficiency associated with episodes of erratic breathing and prolonged apneic events at the young age of 8 weeks (21). PolyQ expansion of ataxin-7 is known to promote the accumulation of the ataxin-7 protein (20, 27). Infantile-onset SCA7 mice exhibit intranuclear as well as cytoplasmic accumulation of ataxin-7 in the XII and phrenic respiratory control centers (21). Since motor neurons (28) and astrocytes (29, 30) both play a critical role in regulating respiratory physiology, we sought to determine whether pathological polyQ-ataxin-7 accumulates in these cells within the XII and phrenic respiratory motor nuclei. We performed coimmunostaining of the medulla and cervical spinal cord from 9-week WT and SCA7 (at the preterminal) mice with anti–ataxin-7 and either anti-GFAP (for astrocytes) or anti-ChAT (for motor neurons) antibodies. Ataxin-7 intranuclear accumulation was robust in the cells surrounding the XII and putative phrenic motor neurons, with some evidence of cytoplasmic ataxin-7 in the XII motor neurons (Figure 1, A–D). We found extensive intranuclear inclusions of ataxin-7 in the astrocytes surrounding both XII (Figure 1, E and F) and putative phrenic respiratory centers (Figure 1, G and H). In addition, when quantified for astrocytes (GFAP^+^ cells), we found that the number of astrocytes was significantly reduced in XII (*P* = 0.0003) (Figure 1I) and phrenic motor control centers (*P* = 0.0024) (Figure 1J). Similarly, the expression of *Gfap* transcripts quantified by quantitative PCR (qPCR) was significantly decreased in both the medulla (*P* = 0.0011) and cervical spinal cord (*P* = 0.0059) (Figure 1, K and L).

To evaluate the impact of ataxin-7 expression on neurodegeneration, we performed TUNEL staining and confirmed extensive cell death in the XII motor neuron pool (Figure 1, M and O) and putative phrenic motor neurons (Figure 1, N and P). However, cell death was more extensive in the medulla than in the cervical spinal cord. We found that the TUNEL-positive cells colocalized with both ChAT^+^ and GFAP^+^ cells at the XII motor neuron pool in the medulla of SCA7 mice (Figure 1, Q and R). This suggests that the presence of pathological polyQ-ataxin-7 in SCA7 mice can result in the loss of both motor neurons and astrocytes. Since inflammatory pathways can influence cell death, we probed for proinflammatory and antiinflammatory cytokines (31). Proinflammatory cytokine–like TNF-α plays a critical role in cell death and neuroinflammation that results in the pathogenesis of several neurodegenerative diseases, including multiple sclerosis, Parkinson disease, and Alzheimer disease (32–35). Interestingly, we found a significant increase in the expression of *Tnfa* in the medulla (*P* = 0.038) (Figure 1S), but a modest increase in the cervical spinal cord (*P* = 0.121) by qPCR (Figure 1T). In contrast, there were significant reductions in proinflammatory cytokine transcripts such as *Il1b* (*P* = 0.08) and *Nos2* (*P* = 0.004) in the cervical spinal cord (Figure 1T), but no differences in their expression in the medulla *Il1b* (*P* = 0.817) and *Nos2* (*P* = 0.074) (Figure 1S). No difference in the expression of the antiinflammatory cytokine *Arg1* was observed in the medulla (*P* = 0.38) and cervical spinal cord (*P* = 0.6).

### Expression of pathological ataxin-7 in SCA7 mice results in altered transcription of genes in the medulla and cervical spinal cord by 9 weeks of age.

Ataxin-7 is a transcription factor that is a core component of the STAGA coactivator complex, which regulates cell signaling and plays a critical role in transcription (7, 36). To understand the implication of the intranuclear expression of mutant ataxin-7, we investigated the gene expression profile of the medulla and C3–C5 of the cervical spinal cord at P8 (neonates), 5 weeks (presymptomatic), and the end stage of the mice — 9 weeks (preterminal) — in SCA7 and WT mice. 

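Read counts per gene symbol were analysed for 35 libraries from 18 mice, over the same genes in each library and with no normalization applied. At 9 weeks there were 5 WT and 5 SCA7 mice, each with 1 library from the medulla and 1 from the cervical spinal cord. At 5 weeks there were 2 mice of each genotype with libraries from both tissues. At P8 there were 2 SCA7 mice with both tissues, 2 WT medulla libraries and 1 WT cervical spinal cord library. The total counts fell into separate ranges. In 15 libraries, called deep here, the totals lay between 28969003 and 99353286 (median 34672125). In the other 20 libraries, called shallow here, they lay between 95917 and 396417 (median 126156). A median of 17815 genes had at least 10 counts in a deep library, and a median of 2462 genes in a shallow library. A count of 0 allows up to 0.104 CPM in the deep library with the smallest total and up to 31.3 CPM in the shallow library with the smallest total, and this limit covers counting error only. Each 9-week group held 2 deep and 3 shallow libraries in each tissue. In the 5-week medulla both WT libraries were deep and both SCA7 libraries shallow, so that depth and genotype cannot be told apart there. In the 5-week cervical spinal cord 1 WT library was deep, and the other WT library and both SCA7 libraries were shallow. In the P8 medulla both WT libraries and 1 SCA7 library were deep. Differential expression between SCA7 and WT mice was tested with the quasi-likelihood test of edgeR after TMM normalization, over genes with at least 10 counts in at least 1 library of a comparison, and p values were adjusted by the Benjamini-Hochberg method. Expression is given as normalized CPM, and fold changes as log2 of SCA7 over WT, so that a negative value means lower expression in SCA7 mice.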

Relative to 9-week WT control littermates, RNA-seq data from the 9-week SCA7 mice revealed 67 and 191 differentially expressed genes in the medulla and cervical spinal cord, respectively. Specifically, in the medulla, 14 genes were upregulated and 53 genes were downregulated, while in the cervical spinal cord, 10 genes were upregulated and 181 genes were downregulated (Figure 2A). 

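An adjusted p under 0.05 was found for 1335 of the 19157 genes tested in the medulla and for 974 of the 19263 genes tested in the cervical spinal cord. An unadjusted p under 0.05 was found for 3817 and 3274 genes. With DESeq2 in place of edgeR, 71 genes passed in the medulla, 68 of them shared with the edgeR test, and 195 passed in the cervical spinal cord, 185 of them shared. The deep and the shallow libraries were compared on their own only after the totals had been seen. Among the deep libraries alone, 2981 genes passed in the medulla and 0 in the cervical spinal cord, where 2978 genes had an unadjusted p under 0.05. Among the shallow libraries alone, 2 genes passed in the medulla and 54 in the cervical spinal cord. Leaving out 1 library at a time gave between 460 and 1445 genes in the medulla, with the fewest without SCA7 replicate 5. In the cervical spinal cord it gave between 251 genes, without SCA7 replicate 5, and 2872 genes, without WT replicate 5.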

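In the medulla 461 of the genes that passed were lower and 874 were higher in SCA7 mice, and in the cervical spinal cord 682 were lower and 292 were higher. Most of them had few counts in the shallow libraries. A mean of less than 1 count in the shallow libraries was found for 76.6% of the genes that passed in the medulla and 75.3% in the cervical spinal cord, against 43.9% and 44.2% of the genes tested. Of the genes that passed with a mean of at least 10 counts in the shallow libraries, 48 were lower and 11 higher in the medulla, and 87 were lower and 12 higher in the cervical spinal cord. Among all 2421 medulla genes with such a mean, the 5 SCA7 libraries lay entirely on one side of the 5 WT libraries for 5.99%, and among the 2411 cervical spinal cord genes for 6.06%, where chance gives 0.794%. Of the lower genes that passed in the medulla and whose libraries separated in this way, the 5 with the smallest adjusted p were *Dao*, *Kcnk13*, *Arhgef19*, *Btbd17* and *Gamt*, with log2 fold changes between -2.86 and -1.47. *Dao*, which encodes D-amino acid oxidase and lies on chromosome 5 from 113999635 to 114025675 of GRCm38.p6, was at 20.9 ± 9.00 CPM in WT and 1.52 ± 2.08 CPM in SCA7 mice (SD, n = 5 each), with a log2 fold change of -2.86 (standard error 0.21, adjusted p = 1.40e-05). It had no counts in 3 of the 10 medulla libraries, and the value among the deep libraries alone was -2.95. The 5 higher genes chosen in the same way were *Sult1a1*, *Ovgp1*, *Acy3*, *Apod* and *Cdkn1a*, with log2 fold changes between 1.09 and 3.03. *Apod*, which encodes apolipoprotein D and lies on chromosome 16 from 31296192 to 31314808, was at 433 ± 53.8 CPM in WT and 921 ± 60.7 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of 1.09 (standard error 0.16, adjusted p = 0.00132). Its value was 1.11 among the deep and 1.01 among the shallow libraries. *Cdkn1a*, which encodes the cell cycle inhibitor p21 and lies on chromosome 17 from 29090979 to 29100722, had a log2 fold change of 3.03 (standard error 0.47, adjusted p = 0.00163) in the medulla. Without SCA7 replicate 2, which held 325 CPM, the value for *Cdkn1a* was 2.28, and its adjusted p lay between 1.86e-12 and 0.0740 over the alternatives. The calls of *Arhgef19*, *Sult1a1*, *Ovgp1* and *Acy3* each depended on single deep libraries, and all were lost without WT replicate 2, and that of *Btbd17* was lost without SCA7 replicate 5.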

Differentially expressed genes involved in each enriched pathway are described in Supplemental Tables 1 and 2 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.170444DS1).

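The copies of the Supplemental Tables used here hold 32 of the paper's 67 medulla genes and 162 entries (161 distinct symbols) of its 191 cervical spinal cord genes, so that no overlap or enrichment was computed from them. The tables give log2 of WT over SCA7, the opposite direction of the values given here. Fold changes from edgeR were set beside the paper's for 31 medulla genes and 157 cervical spinal cord genes after this change of direction. The sign was the same for 31 and 157 genes, and the median absolute difference was 0.02 and 0.01 on the log2 scale.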

To gain insight into SCA7 pathology, we clustered differentially expressed genes between 9-week WT and SCA7 mice. Enrichment analysis was executed based on functional similarity and visualized for the top 20 differentially regulated biological pathways in the medulla (Figure 2B) and cervical spinal cord (Figure 2C) using Gene Ontology (GO) enrichment analysis (*n* = 5 per genotype). In both tissues, the top 5 altered pathways in SCA7 mice were similar and included pathways that regulate the ensheathment of neurons and axons, myelination, gliogenesis, glial cell development, and glial cell differentiation.

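GO terms were not analysed here. Lists of marker genes of glial cells, written before the counts were examined, were tested as sets with the fry rotation test of limma, and the p values were adjusted over 17 lists and both tissues. The median log2 fold change of 16 oligodendrocyte genes was -1.01 in the medulla (adjusted p = 3.56e-04) and -1.36 in the cervical spinal cord (adjusted p = 3.56e-04), and the mean over the list was lower in each of the 5 SCA7 libraries than in every WT library in both tissues. For 15 astrocyte genes it was -1.07 (adjusted p = 0.00107) and -1.02 (adjusted p = 3.56e-04). For 8 oligodendrocyte precursor genes it was -0.21 (adjusted p = 0.0356) and -0.70 (adjusted p = 0.00813), and without WT replicate 5 the medulla value was 0.02. The precursor list was not past an unadjusted p of 0.05 with library totals, at -0.18 in the medulla and -0.38 in the cervical spinal cord, nor in the medulla in the camera test with an estimated correlation. Of the oligodendrocyte genes, 10 are in the copy of Supplemental Table 2, and of the astrocyte genes 9, so that these lists are not independent of the paper's genes. Among the deep libraries the oligodendrocyte median was -1.09 in the medulla and -1.37 in the cervical spinal cord, and among the shallow libraries -1.02 and -1.40. The most abundant oligodendrocyte gene in both tissues, *Mbp*, changed by -0.30 (adjusted p = 0.821) in the medulla and by -1.47 (adjusted p = 0.0733) in the cervical spinal cord. Across the 18582 genes tested in both tissues, the log2 fold changes in medulla and cervical spinal cord had a Pearson's r of 0.417, and 62.9% of the genes changed in the same direction. Genes are not independent replicates, so the mice were regrouped: 17 of 100 groupings of the 10 mice, the real one included, gave an r as high. Over the 2162 genes with a mean of at least 10 counts in the shallow libraries of both tissues, r was 0.240, as high in 49 of the 100 groupings. Most groupings with an r as high over all genes divided the deep libraries unevenly in both tissues. The real grouping divided them evenly, so the regroupings do not decide whether chance gives this r. A test of the difference itself, with each mouse as a block, found 551 of 19838 genes whose change differed between the tissues. This count rested on few libraries: it was 11 without WT replicate 5, and 0 of 1004 genes with at least 10 counts in every library.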

### Reduced expression of glutamate and glycine transporters in the medulla and cervical spinal cord of SCA7 mice.

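The genes of Tables 1 and 2 were tested as sets with the fry test, which was adjusted over 3 lists of the paper and 5 comparisons. The paper chose its lists on these libraries, so that the tests at 9 weeks are not independent evidence. The 8 genes of Table 1 (*Slc7a11*, *Gfap*, *Slc6a9*, *Slc7a10*, *Slc7a6*, *Slc25a18*, *Kcnj10* and *Slc1a2*) had a median log2 fold change of -1.14 in the medulla (adjusted p = 0.00397) and -1.59 in the cervical spinal cord (adjusted p = 4.61e-05). The 6 genes of Table 2 had a median of -1.19 in the medulla (adjusted p = 1.57e-04) and -1.72 in the cervical spinal cord (adjusted p = 4.61e-05). Among the shallow libraries of the cervical spinal cord the first list had a median of -1.82, and among the deep libraries there -1.34. In the medulla the first list was at -1.31 among the deep and -1.09 among the shallow libraries, and the second at -1.28 and -1.31. In the cervical spinal cord the second list was at -1.34 among the deep and -1.92 among the shallow libraries. Both lists were also past an unadjusted p of 0.05 in both tissues in the camera test with an estimated correlation between genes, with p between 3.38e-04 and 0.00525. *Kcnj10*, a potassium channel gene on chromosome 1 from 172341210 to 172374085 of GRCm38.p6, had a log2 fold change of -1.48 (standard error 0.24, adjusted p = 0.00203) in the medulla and of -1.39 in the cervical spinal cord (standard error 0.29, adjusted p = 0.0114). *Slc6a3*, the dopamine transporter gene, had 0 counts in 6 of the 10 medulla libraries, and its log2 fold change of 5.55 there rested on SCA7 replicate 5, which held 23.1 CPM. Without that library the value was 1.63 (adjusted p = 0.108), where the alternatives for *Slc6a3* ranged from 9.16e-04 to 0.111.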

RNA-seq data from 9-week WT and SCA7 mice show differential expression of amino acid transporters involved in amino acid transportation (Figure 3A) and neurotransmitter uptake activity (Figure 3B) in the medulla and cervical spinal cord. We found that expression of *Slc1a2* (EAAT2/GLT1), a glutamate transporter, was significantly diminished in the SCA7 medulla (*P* = 0.09) and cervical spinal cord (*P* = 0.005), which was validated by qPCR (Figure 3, C and D). In addition, *Slc1a3* (EAAT1/GLAST) — another glutamate transporter — was also reduced in the SCA7 mouse medulla (*P* = 0.072) and cervical spinal cord (*P* = 0.0191) (Figure 3, C and D). This reduction is consistent with previously reported findings in the cerebellum of the SCA7 mouse model (37). 

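*Slc1a2* lies on chromosome 2 from 102658239 to 102790784 of GRCm38.p6. In the medulla it was at 1218 ± 369 CPM in WT and 249 ± 175 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of -2.22 (standard error 0.41, adjusted p = 0.00500), and every SCA7 library was below every WT library. In the cervical spinal cord it was at 1416 ± 763 CPM in WT and 419 ± 254 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of -1.72 (standard error 0.46, adjusted p = 0.0401). The adjusted p of *Slc1a2* stayed under 0.05 in all 22 alternatives in the medulla, but not in 12 of 22 in the cervical spinal cord, where it ranged from 2.54e-06 to 0.238. The cervical spinal cord call was lost without WT replicates 2 or 3 or without SCA7 replicates 1, 2, 3 or 5. In a model with a separate effect for each depth, the log2 fold change of *Slc1a2* in the medulla was -1.89 among the deep and -2.96 among the shallow libraries, and in the cervical spinal cord -1.34 and -2.33. From the reduction of glutamate transporters, the paper speculates that their lack leads to cell death.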

Reduction in glutamate transporters results in an excess buildup of glutamate in the synaptic cleft that results in neuronal death (38, 39). Therefore, we speculate that the lack of glutamate transporters *Slc1a2* and *Slc1a3* leads to significant cell death, as shown in Figure 1, M–P. Glycine transporters such as glycine transporter type-1 (GlyT1), encoded by *Slc6a9*, and alanine-serine-cysteine-1 transporter (ASC-1), encoded by *Slc7a10*, impact the amplitude and frequency of respiratory neuronal output. GlyT1 regulates the rate of breathing (40), while ASC-1 modulates presynaptic glycine levels that impact respiratory rhythm (41, 42). Interestingly, RNA-seq analysis revealed decreased expression of both *Slc6a9* and *Slc7a10* genes in the medulla and cervical spinal cord of the SCA7 mice relative to the WT mice (Figure 3, A and B). 

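*Slc6a9* lies on chromosome 4 from 117835258 to 117869305 of GRCm38.p6 and *Slc7a10* on chromosome 7 from 35186095 to 35201116. In the medulla *Slc6a9* was at 269 ± 126 CPM in WT and 125 ± 32.5 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of -1.13 (standard error 0.29, adjusted p = 0.0290). WT replicate 1 held 492 CPM of *Slc6a9*, and without it the value was -0.84 (adjusted p = 0.0465, range over the alternatives 9.49e-06 to 0.490). In the cervical spinal cord *Slc6a9* was at 463 ± 198 CPM in WT and 137 ± 49.3 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of -1.76 (standard error 0.31, adjusted p = 0.00361). *Slc7a10* was at 60.5 ± 23.6 CPM in WT and 22.4 ± 11.4 CPM in SCA7 mice (SD, n = 5 each) in the medulla, a log2 fold change of -1.29 (standard error 0.34, adjusted p = 0.0333), and at 96.6 ± 29.7 CPM in WT and 33.8 ± 18.2 CPM in SCA7 mice (SD, n = 5 each) in the cervical spinal cord, a log2 fold change of -1.45 (standard error 0.33, adjusted p = 0.0163). The medulla calls were lost without WT replicate 2 or 5 or without SCA7 replicate 4 or 5 for both genes, and without SCA7 replicate 3 for *Slc7a10*. The cervical spinal cord call of *Slc7a10* was lost without SCA7 replicate 5. Among the deep libraries *Slc6a9* changed by -1.22 in the medulla and -1.33 in the cervical spinal cord, and among the shallow libraries by -1.09 and -2.0.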

When verified by qPCR, expression of both *Slc6a9* and *Slc7a10* was reduced in the medulla (*P* = 0.0025, *P* = 0.0003) and cervical spinal cord (*P* = 0.0012, *P* = 0.015) at 9 weeks of age. 

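At 5 weeks the log2 fold change of *Slc6a9* was -0.02 (adjusted p = 0.974) in the medulla and -0.31 (adjusted p = 0.941) in the cervical spinal cord, with 2 mice per genotype. *Slc7a10* changed by -1.24 (adjusted p = 0.334) and -0.37 (adjusted p = 0.941). In the P8 medulla the values were 0.23 (adjusted p = 1.00) for *Slc6a9* and -0.04 (adjusted p = 1.00) for *Slc7a10*. *Slc1a2* was past the threshold at 5 weeks, with -2.52 (adjusted p = 4.97e-04) in the medulla and -2.38 (adjusted p = 3.11e-05) in the cervical spinal cord, and changed by -0.58 (adjusted p = 1.00) in the P8 medulla. In the 5-week medulla both WT libraries were deep and both SCA7 libraries shallow, so no alternative there could separate depth from genotype. The 5-week call of *Slc1a2* was kept in 7 of 8 alternatives in the medulla, and lost with all ages in one fit (adjusted p = 0.593). For the cervical spinal cord it was kept in 5 of 8, and lost with at least 10 counts in every library (adjusted p = 0.872), all ages in one fit (adjusted p = 0.996) and libraries thinned to equal depth (adjusted p = 0.798), where no gene passed. With 1 of the 4 libraries left out, which leaves 1 library in a group and no test, the values were -2.61 to -2.43 in the medulla and -2.73 to -2.10 in the cervical spinal cord. The P8 cervical spinal cord had 1 WT library, and no test was made there. The difference between the 9-week and the 5-week change was tested for every gene, and 0 of 21133 genes passed in the medulla and 0 of 19880 in the cervical spinal cord, with 1169 and 1036 genes at an unadjusted p under 0.05.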

No significant differences in these genes were observed in pups and 5-week mice (Supplemental Figure 2, A and B). These *P* values correspond to the data generated by qPCR, while the *P* values of differentially expressed genes derived from heatplot-generated RNA-seq data are in Table 1 and Table 2.

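Over all genes tested, 6 of the 8 genes of Table 1 passed an adjusted p of 0.05 in the medulla and 6 in the cervical spinal cord, all lower in SCA7 mice. Adjusted over the list alone, 7 and 7 passed, which is not independent evidence because the paper chose the genes on these libraries. Of the 6 genes of Table 2, 6 passed in the medulla, 1 of them, *Slc6a3*, higher, and 5 passed in the cervical spinal cord. Adjusted over the list alone, the numbers for Table 2 were 6 and 5. *Slc7a6* was not past the threshold in either tissue, with 0.31 (adjusted p = 0.685) in the medulla and 0.67 (adjusted p = 0.224) in the cervical spinal cord. *Slc25a18* was at -0.91 (adjusted p = 0.0645) and -0.70 (adjusted p = 0.375). *Slc7a11* changed by -1.15 (adjusted p = 0.00298) and -2.87 (adjusted p = 0.0212), and its medulla call was lost without WT replicate 2 or 5 or SCA7 replicate 4 or 5, and its cervical spinal cord call without SCA7 replicate 4 or 5. Without WT replicate 5 the cervical spinal cord value was -1.41 (adjusted p = 0.00813).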

### SCA7 mice exhibit XII and phrenic motor axonopathies.

Next, we examined the XII and phrenic nerves in 9-week WT and SCA7 mice (*n* = 4/genotype) to determine whether the transcriptional changes due to polyQ-ataxin-7 expression result in nerve pathology. Toluidine blue staining of the XII (Figure 4A) and phrenic (Figure 4B) nerves demonstrated variability in axon size and myelin staining intensity (in blue) in SCA7 mice compared with WT mice. These images were used to quantify the g-ratio (diameter of axon/diameter of axon + myelin), myelin thickness, and axon area of XII (Figure 4C) and phrenic (Figure 4D) nerves. The g-ratio of both these nerves was significantly increased, with diminished myelin thickness of these nerves in 9-week SCA7 mice relative to age-matched and sex-matched WT mice. The axonal area of the phrenic nerves was also decreased in SCA7 mice, while the XII axonal area remained intact. However, the total axon size with myelin sheath was significantly decreased in both XII and phrenic nerves. Electron microscopic images of the XII (Figure 4G) and phrenic nerves (Figure 4H) further confirmed the extent of the pathology. Both XII and phrenic nerves from SCA7 mice demonstrated severe demyelination (indicated by a yellow arrow), decompaction of the myelin sheath (indicated by a red arrow), smaller axons (yellow asterisk), and abnormal vacuole formation in the axons as well as Schwann cells encompassing myelin sheath of axons (indicated by red asterisk).

To investigate the mechanism involved in demyelination, we utilized RNA-seq data to examine the differentially expressed genes involved in myelination activity in the medulla and cervical spinal cord of 9-week (Figure 4I), 5-week, and neonatal (P8) (Supplemental Figure 2C) WT and SCA7 mice. 

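The 15 genes of Table 3 were tested as a set at each age with the fry test. At 9 weeks their median log2 fold change was -1.07 in the medulla (adjusted p = 8.17e-05) and -1.34 in the cervical spinal cord (adjusted p = 8.17e-05). Over 21 alternatives in each tissue the median lay between -1.23 and -0.89 in the medulla and between -1.44 and -1.03 in the cervical spinal cord. The value nearest 0 in the medulla came from the genes with at least 10 counts in every library, and in the cervical spinal cord from scaling by library totals, with which the median of all genes there was 0.28, against -0.0160 with TMM. Among the deep libraries the median was -1.10 in the medulla and -1.37 in the cervical spinal cord, and among the shallow libraries -0.97 and -1.37.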

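*Glul*, which encodes glutamine synthetase and lies on chromosome 1 from 153899929 to 153909723 of GRCm38.p6, was at 1791 ± 209 CPM in WT and 653 ± 113 CPM in SCA7 mice (SD, n = 5 each) in the medulla, a log2 fold change of -1.45 (standard error 0.19, adjusted p = 4.15e-04), and at 1842 ± 262 CPM in WT and 700.1 ± 115 CPM in SCA7 mice (SD, n = 5 each) in the cervical spinal cord, a log2 fold change of -1.39 (standard error 0.21, adjusted p = 0.00137). *Gfap*, which encodes an astrocyte filament and lies on chromosome 11 from 102887336 to 102897200, had a log2 fold change of -1.07 (standard error 0.23, adjusted p = 0.0121) in the medulla and of -2.28 in the cervical spinal cord (standard error 0.25, adjusted p = 3.13e-04), and the medulla call was lost without WT replicate 2 or SCA7 replicate 5. *Cldn11* changed by -1.45 in the medulla (adjusted p = 0.00106) and by -1.34 in the cervical spinal cord (adjusted p = 0.00223). *Car2* changed by -1.63 in the medulla (adjusted p = 0.0111) and by -1.69 in the cervical spinal cord (adjusted p = 0.00135). *Gpi1* was higher in SCA7 mice in both tissues without passing the threshold, at 0.71 (adjusted p = 0.0586) and 0.21 (adjusted p = 0.694). *Gnao1* changed by -0.27 in the medulla (adjusted p = 0.500) and by -0.51 in the cervical spinal cord (adjusted p = 0.213). *Ermn*, *Tubb4a*, *Cryab*, *Tppp* and *Tspan2* passed in both tissues, with log2 fold changes from -1.23 to -0.67 in the medulla and from -1.72 to -1.13 in the cervical spinal cord. Each of these 5 calls in the medulla was lost in at least 1 fit that left out a deep library.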

The *P* values of differentially expressed genes from the RNA-seq data are provided in Table 3. 

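Of the 15 genes of Table 3, 14 had a lower value in SCA7 mice in the medulla and 14 in the cervical spinal cord. Over all genes tested, 11 passed an adjusted p of 0.05 in the medulla and 13 in the cervical spinal cord, all lower, and 13 and 14 passed when adjusted over the list alone, a list that the paper chose on these libraries. *Mobp*, on chromosome 9 from 120149742 to 120181488 of GRCm38.p6, was at 3599 ± 917 CPM in WT and 1624 ± 1097 CPM in SCA7 mice (SD, n = 5 each) in the medulla, a log2 fold change of -1.15 (standard error 0.35, adjusted p = 0.0673), which was not past the threshold. SCA7 replicate 2 held 3554 CPM, and without it the value for *Mobp* was -1.68 (adjusted p = 1.25e-04, range over the alternatives 5.05e-07 to 0.533). In the cervical spinal cord *Mobp* had a log2 fold change of -2.31 (standard error 0.29, adjusted p = 4.80e-04). *Mog*, on chromosome 17 from 37010740 to 37023398, had a log2 fold change of -0.35 (standard error 0.24, adjusted p = 0.471) in the medulla and of -1.13 in the cervical spinal cord (standard error 0.31, adjusted p = 0.0438). The cervical spinal cord call of *Mog* was lost without WT replicates 1 or 4 or SCA7 replicates 1, 2, 3 or 5, with adjusted p between 9.26e-04 and 0.236 over its alternatives. From the downregulation of such genes, the paper states that it results from the expression of pathological ataxin-7.

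**Figure D1:**
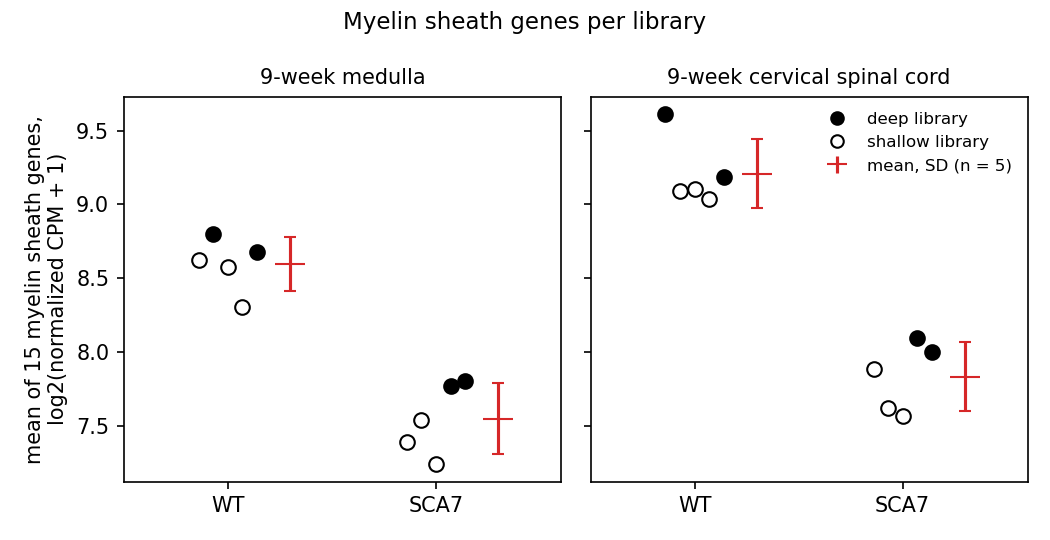
Mean log2 of normalized CPM plus 1 over the 15 genes of Table 3 (y axis) in each 9-week medulla and cervical spinal cord library, with WT and SCA7 libraries side by side (x axis), deep libraries as filled and shallow libraries as open circles, and bars at the mean with the SD (n = 5). WT medulla libraries lie between 8.31 and 8.80 and SCA7 medulla libraries between 7.24 and 7.81, and in the cervical spinal cord the ranges are 9.04 to 9.61 and 7.57 to 8.10.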

As shown in the heatmap in Figure 4I, the genes essential for optimal myelination were reduced in the medulla and cervical spinal of SCA7 mice. However, there was no difference in the expression of genes involved in myelination between P8 and 5-week WT and SCA7 mice (Supplemental Figure 2C). Furthermore, we found that the expression of proteolipid protein 1 (*Plp1*) was significantly reduced in SCA7 mice in both the medulla (*P* = 0.0005) and cervical spinal cord (*P* = 0.0023) by qPCR (Figure 4, E and F). 

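At 5 weeks the median log2 fold change of the genes of Table 3 was -0.82 in the medulla (adjusted p = 0.0994) and -0.42 in the cervical spinal cord (adjusted p = 0.0559), and in the P8 medulla it was -0.32 (adjusted p = 0.0822). Over all genes tested, 2 of these genes passed in the 5-week medulla, 1 in the 5-week cervical spinal cord and 0 in the P8 medulla, where 5 had an unadjusted p under 0.05. With 2 mice per genotype chosen from the 9-week mice to give the same pattern of deep and shallow libraries, the median lay between -1.48 and -1.16 in 3 choices for the 5-week medulla, between -1.86 and -1.46 in 18 choices for the 5-week cervical spinal cord, and between -1.23 and -1.16 in 6 choices for the P8 medulla. The paper chose these genes on the 9-week libraries, which sets the 9-week medians in part. Among all genes, 156 of 18432 passed in the 5-week medulla and 125 of 17162 in the 5-week cervical spinal cord, of which 145 and 113 were higher in SCA7 mice, the genotype with shallow libraries only. With all ages in one fit 2 and 0 genes passed. In the P8 medulla 0 of 20564 genes passed and 559 had an unadjusted p under 0.05.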

Based on RNA-seq data, the expression of the *Plp1* gene exhibited a log_2_(fold change) of approximately 1.7 in the medulla (*P* = 1.61 × 10^–5^) and approximately 2.6 in the cervical spinal cord (*P* = 2.94 × 10^–18^). Plp1 is the most abundant membrane protein in CNS myelin (43), and *Plp1* mutations are linked to multiple neurological disorders (44, 45). Genetic loss of *Plp1* in oligodendrocytes causes axonopathy and secondary neuroinflammation (46). Altogether, these data confirm consistent demyelination in SCA7 XII and phrenic nerves in the preterminal stage of the disease.

To determine whether these transcriptional and histological changes affected efferent nerve output, we studied the XII nerve efferent output at eupnea and during a hypercapnic challenge (Figure 4, J–O). Representative XII nerve tracings are shown for WT (Figure 4, J–L) and SCA7 (Figure 4, M–O) mice at baseline as well as during the hypercapnic challenge. WT mice recorded a consistent response during baseline (Figure 4K) and could mount a significant response to the hypercapnic challenge (Figure 4L). In contrast, the SCA7 mice exhibited significantly blunted nerve efferent output at baseline (Figure 4N) and during the hypercapnic challenge (Figure 4O). Inspiratory burst amplitude was considerably lower in SCA7 mice than in WT mice (*P* = 0.008) (Figure 4P). The frequency of XII nerve bursts was also significantly attenuated in the SCA7 mice at baseline relative to WT mice (*P* = 0.012) (Figure 4Q). These data suggest that SCA7 mice have XII nerve pathologies that reduce nerve function at baseline and during hypercapnia.

### SCA7 mice exhibit NMJ pathology, with increased neurofilament expression.

The NMJ is a synaptic connection between the terminal end of a motor nerve (presynaptic) and a muscle fiber (postsynaptic). To assess whether SCA7 mice exhibit NMJ pathology in respiratory muscles, we examined the NMJ clusters (presynaptic and postsynaptic components) in the diaphragm and tongue of WT and SCA7 mice. Immunohistochemical analysis of 9-week WT and SCA7 mouse diaphragms is shown in Figure 5, A and B, and did not reveal any differences between colocalization of presynaptic and postsynaptic membranes. However, we observed a significant increase in the number of NMJ clusters in SCA7 mice (Figure 5C). Next, we evaluated the expression of postsynaptic (*Musk*, *Lrp4*, *Dok7*, *Chrna7*) and presynaptic marker (*Vamp1*, *Agrin*) mRNA in both the tongue and diaphragm of 9-week (preterminal) and 5-week (presymptomatic) WT and SCA7 mice by qPCR. At 9 weeks of age, SCA7 mice exhibited a significant increase in the expression of the presynaptic and postsynaptic markers in the diaphragm (Figure 5, D and F) and tongue (Figure 5, E and G). We observed a similar trend in the expression of these markers in the diaphragm (Supplemental Figure 3, A and C) and tongue (Supplemental Figure 3, B and D) of 5-week SCA7 mice relative to WT mice. The neurofilament heavy chain was aggregated and swollen in SCA7 (Figure 5B) diaphragms in contrast to those of WT mice (Figure 5A). These data are consistent with the increase in transcripts of neurofilament heavy chain in the diaphragms and the tongues of SCA7 mice (Figure 5, H and I). In summary, these data imply that transcriptional modifications occur in the respiration-associated muscles before the onset of symptoms. The increase in the number of NMJ clusters and overexpression of synaptic markers in SCA7 mice suggests a compensatory mechanism induced by the muscles and axon terminals to offset the decreased nerve impulse caused by CNS-specific pathology.

To further determine whether ataxin-7 accumulates in muscles essential for breathing and contributes toward myopathogeneis, we stained the diaphragm and genioglossus muscles of the tongue from WT and SCA7 mice for ataxin-7 (Figure 6, A and B). We could not detect ataxin-7 in WT muscle tissues; however, in SCA7 muscle tissues ataxin-7 was observed in the nuclei of muscle cells. Centralization of nuclei in muscle fibers is a marker of regeneration and is associated with myopathy (47, 48), which can be detected by hematoxylin and eosin (H&E) staining. H&E staining of muscles revealed no differences between WT and SCA7 diaphragm (Figure 6C). In contrast, we observed the centralization of nuclei in the SCA7 genioglossus muscles of the tongue, without any infiltration of immune cells (Figure 6D). We further examined whether the muscles undergo inflammation, fibrosis, and repair mechanisms in WT and SCA7 diaphragm (Figure 6E) and tongue (Figure 6F). We evaluated the mRNA level of *Tnfa*, *Tgfb*, and *S100b* in the muscles. Expression of *Tnfa* was not different in the diaphragm (*P* = 0.84) as well as in the tongue (*P* = 0.39) between WT and SCA7 mice (Figure 6, E and F). Also, the expression of *Tgfb* mRNA was similar in the diaphragm of WT and SCA7 mice (*P* = 0.54) (Figure 6, E and F). *Tgfb* elevation is a marker for fibrosis as well as required for myogenic differentiation and muscle repair (49–51). However, it was significantly higher in SCA7 tongue than that of WT (*P* = 0.009) (Figure 6F), which indicates muscle regeneration or elevated fibrosis in tongue (50, 51). In addition, when we probed for S100β (*S100b*), member of the S100 family of Ca^2+^-binding proteins, we found that the expression was much elevated in the tongue of SCA7 mice than compared with WT mice. No differences were recorded in WT and SCA7 diaphragm.

## Discussion

This study is the first to our knowledge to highlight the significant histological and cellular disruptions that occur as a result of the expression of polyQ-ataxin-7 in the medulla and cervical spinal cord of an infantile model of SCA7 mice. Specifically, SCA7 results in altered expression of multiple transcripts in the medulla and cervical spinal cord, contributes to the inactivation of glial cells, and disrupts multiple signaling pathways required for myelination, amino acid transport, and neurotransmitter uptake. Ultimately, expression of pathological polyQ-ataxin-7 leads to neurodegeneration of XII and phrenic motor neurons, demyelination, and diminished activity of the XII and phrenic nerves. Furthermore, glycine transporters, essential for breathing, and glutamate transporters, required for synaptic health maintenance, are significantly reduced in the medulla and cervical spinal cord of SCA7 mice.

### Localization of ataxin-7 in the medulla and cervical spinal cord.

The subcellular localization and abundance of normal and mutant ataxin-7 are controlled in a regionally specific way (52, 53). The distribution of ataxin-7 changes dynamically due to its capability of shuttling between nuclei and cytoplasm (8, 54, 55). In the cerebellum, non–cell-autonomous neurodegeneration results in SCA7 pathology (37, 56, 57). Specifically, pathological ataxin-7 aggregates in the Bergman glia, Purkinje cells, and inferior olive in the cerebellum and disrupts the interdependent neural-glial signaling essential for the survival and function of all cells. In the medulla, neurons of SCA7 patients exhibit cytoplasmic ataxin-7, and show intranuclear ataxin-7 accumulation and neurodegeneration (58), whereas in healthy patients ataxin-7 is expressed within the cytoplasm of neurons and does not excessively accumulate in the nucleus. Specifically, in the XII motor neurons, SCA7 patients exhibit neurodegeneration and neuronal intranuclear ataxin-7 accumulation (18). In our SCA7 mouse model, we also found expression of ataxin-7 in the XII motor neurons as well as in the putative phrenic motor neurons. However, the ataxin-7 accumulation was more prevalent in the cytoplasm of these neurons. In contrast, the astrocytes in these motor pools demonstrated intranuclear ataxin-7 expression. Ataxin-7 is more abundant in astrocytes in the CNS compared with other glia and neurons in humans and mice (59, 60). Astrocytes play an important role in the respiratory control centers and are essential for the regulation of breathing (30).

### Altered transcription in SCA7 causes neurodegeneration and blunted XII nerve response.

Compared with WT mice, SCA7 mice had significant demyelination and decompaction of myelin in both the XII and phrenic nerves (Figure 4). The expression of pathological ataxin-7 results in the downregulation of genes important for myelination, including *Plp1*, *Mog*, and *Mobp*. In addition, there was a significant decrease in the efferent nerve output of the XII nerves in the SCA7 mice compared with WT controls. This diminished nerve output is likely due to a combination of demyelination and XII motor neuron degeneration. Several neurological disorders are associated with demyelination (61), causing neuronal damage and adversely affecting synapsis.

Furthermore, the expression of *Slc6a9* (GlyT1), which regulates glycine levels, was diminished in the medulla and cervical spinal cord of the SCA7 mice. *Slc6a9* plays an essential role in breathing. This gene is involved in both amino acid transport and neurotransmitter uptake activity. *Slc6a9*-deficient mice typically demonstrate a short life span (6–14 hours after birth) and depressed breathing pattern with attenuated frequencies of breath (40), similar to what is seen in the SCA7 mouse model. This highlights the significance of this glycine transporter in respiratory control. Meanwhile, *Slc7a10* (ASC-1), which was also significantly reduced in SCA7 mice, is considerably enriched in the brain and spinal cord. It plays a critical role in modulating presynaptic glycine levels that can regulate the respiratory rhythm generation in the brain (41). *Slc7a10*-null mice have lower glycine levels in the spinal cord and diminished amplitude of glycinergic postsynaptic currents in motor neurons (42). Our findings thus point to a potential mechanism for respiratory dysfunction in SCA7; downregulation of *Slc6a9* and *Slc7a10* disrupts glycinergic signaling and diminishes the amplitude of glycinergic postsynaptic currents in motor neurons (42), which in turn results in decreased respiratory motor output.

The loss of astrocytes in SCA7 mice reduces the expression of astrocyte-specific gene expression. In addition, as previously shown, the polyQ expansion decreases the *ATXN7* occupancy and can modulate gene expression and chromatin modification in human astrocytes, causing non–cell-autonomous neurodegeneration in SCA7 (62–64). Therefore, the loss of astrocytes as well as intranuclear accumulation of pathological polyQ-ataxin-7 that results in transcriptional dysregulation in the astrocytes can affect the expression of astrocyte-specific genes. In this study, we also noted a decrease in the astrocyte-specific glutamate transporters EAAT1 and EAAT2 that regulate neuronal health and synapsis (65, 66). Attenuated expression of glutamate transporters causes accumulation of glutamate in the synaptic cleft, which leads to neuronal death (38, 39). These findings can explain the loss of XII and phrenic motor neurons in SCA7 mice in the medulla and cervical spinal cord, respectively (21). In addition, the glycine transporter GlyT1 (*Slc6a9*), which is mostly expressed by astrocytes (67, 68), was significantly reduced in both the SCA7 medulla and cervical spinal cord. Lack of GlyT1 results in prolonged periods of apnea with an overall decreased burst frequency in mice and ultimately leads to an early death by respiratory failure. (40). Thus, based on our data, we speculate that intranuclear accumulation of pathological polyQ-ataxin-7 in astrocytes can lead to death and therefore results in altered expression of multiple genes responsible for the regulation of breathing.

The pre-Bötzinger complex (pre-BötC) is a neural network located in the medulla, essential for the generation and modulation of respiratory rhythm (69). The excitation of pre-BötC neurons also influences XII motoneuron firing to maintain upper airway patency during breathing (70). The central respiratory chemoreceptor (CRC) cells are sensitive to changes in CNS PCO2 or pH and contribute to changes in the frequency of breathing during hypercapnia (71). Activation of the pre-BötC and CRC cells in the medulla is regulated by astrocytes and plays an important role during hypercapnic and hypoxic conditions (30, 72–74). In this study, we observed the loss of astrocytes and astrocyte-specific gene expression in XII motor neuron pools in the medulla. There is a possibility that the loss of astrocytes and/or intranuclear accumulation of ataxin-7 in astrocytes at pre-BötCs or in CRC cells can lead to either dysregulated respiratory center rhythm generation or chemosensation under hypercapnic conditions. This may explain the marked difference in the frequency of XII nerve bursting in hypercapnic conditions in SCA7 mice and needs to be further studied.

### The NMJ is altered in the respiratory muscles of SCA7.

NMJs are specialized synapses in the peripheral nervous system that permit communication between the motor nerve terminal and skeletal muscle fibers. We found that colocalization between the pre- and postsynaptic membranes did not significantly differ between WT and SCA7 mice. However, there was an increased expression of neurofilaments in SCA7 mice. Neurofilaments determine the axonal caliber, control signal conduction, regulate the transport of synaptic vesicles, and modulate synaptic plasticity by binding to neurotransmitter receptors (75). An upregulation of neurofilament production occurs in multiple neurological disorders (76–78). Specifically, increased accumulation of the neurofilament is associated with slow and delayed NMJ maturation and maintenance (79). In addition, increased concentration of neurofilament in the cerebrospinal fluid and plasma occurs in SCA7 patients, as well as in several neurodegenerative disorders such as ALS, Huntington disease, Alzheimer disease, and other related SCA disorders (SCA1, SCA2, SCA3) (80).

The clustering of acetylcholine receptors on the postsynaptic muscle membrane is required for optimal synapse formation and maintenance of the NMJ. This clustering is regulated by agrin and the postsynaptic receptor complex, which consists of muscle-specific kinase (MuSK), low-density lipoprotein receptor–related protein 4 (LRP4), and docking protein 7 (DOK7) (81). Interestingly, we observed an increased level of *Agrin*, *Musk*, *Lrp4*, and *Dok7* in SCA7 mice. We speculate that this overexpression of postsynaptic transcripts is an attempt to maintain homeostasis through overcompensation in the muscle for pathology in the neurons and nerves. Retrograde signaling from muscles is essential for synapse development and the release of neurotransmitters (82). The muscle signals back to the innervating axon terminal and activates presynaptic programs necessary for synaptic growth. Thus, increased postsynaptic markers in SCA7 likely send a retrograde signal to elevate presynaptic activity in SCA7 NMJs.

During muscle regeneration, an inflammatory response is triggered that includes the chemotaxis of growth factors, cytokine production by macrophages and fibroblasts, with activation and proliferation of satellite cells. These events differentiate myoblasts into myocytes that fuse to form myofibers, leading to centralization of nuclei (47, 48, 83). S100β is released from impaired myofibers and satellite cells, which attracts macrophages and promotes their polarization into an M2 (pro-regenerative) phenotype (84). Muscles overexpress proteins such as TGF-β1 during muscle regeneration, which promotes the formation of fibrotic tissue (51). In SCA7 respiratory muscles, we found that the diaphragm was intact, while the tongue was impaired. We found increased centralization of nuclei in the genioglossal muscle of the tongue along with increased expression of *Tgfb1*, which indicates fibrosis. Similarly, we found increased *S100b* in SCA7 tongue, which suggests an increase in the pro-regenerative phenotype. These tongue pathologies may also contribute to dysphagia and dysarthria, which are prevalent in SCA7 patients (3, 85). This phenotype can be caused by modulation of signaling cascades influenced by intranuclear accumulation of ataxin-7 in muscle fibers. Another explanation would involve a feed-forward mechanism driven by pathology in XII motor units. Further studies are required to dissect the mechanism of this phenotype and also understand why is it differentially regulated in different types of muscles in SCA7 mice.

### Conclusion.

In conclusion, we demonstrate significant pathology in the XII and putative phrenic motor nuclei, nerves, and NMJs that are important centers for control of the upper airways and for diaphragm function. This pathology explains the dysphagia, aspiration, and respiratory pathology that afflict infants with SCA7. Furthermore, we confirm the role of astrocytes and oligodendrocytes in neuronal and nerve pathology and the importance of neuronal-glial interactions in SCA7. These findings underscore the significance of respiratory pathology in SCA7 and the importance of targeting the respiratory centers with future therapies.

## Methods

### Sex as a biological variable.

We did not identify sex differences in our experiments; therefore, both male and female were equally represented in our experiments.

### Mice.

SCA7^266Q/5Q^-knockin mice (*Mus musculus*) were generated by the Huda Zoghbi lab (Baylor College of Medicine, Houston, Texas, USA) (20). All experiments were performed with SCA7^266Q/5Q^-knockin and WT mouse littermates. WT and SCA7^266Q/5Q^ males and females were analyzed unless indicated otherwise. Animals were bred and housed at the Duke University Division of Laboratory Animal Resources on a 12-hour light/dark cycle with ad libitum access to food and water. These mice were provided chow and HydroGel (clear H_2_O) packs to supplement their regular food and water supply from 8 weeks of age. Mice were euthanized at a predetermined humane endpoint.

### Immunohistochemistry.

Mice were anesthetized with inhaled isoflurane and euthanized via double thoracotomy followed by removal of the heart. Spinal cords and brainstems were harvested along with vertebrae and lower cranium, and postfixed for 48–72 hours in 4% paraformaldehyde (PFA). The spinal cord and brain stem were extracted from the surrounding soft tissue and bone, placed in 4% PFA for 24 hours, and then transferred to 30% sucrose. The cervical spinal cords and medullas were embedded in TissueTek optimal cutting temperature compound (Sakura Finetek, 4583), cut in cross sections (20 μm) using a Leica CM3050 S cryostat, and stored in 2% PFA. Free-floating sections were washed in PBS, quenched with hydrogen peroxide for 1 hour, blocked with 10% normal horse serum for 1 hour (Vector Laboratories, S-2000), and incubated overnight with anti-ChAT (1:250; Millipore, AB144P) or anti-GFAP (1:500; nCor Biotechnology, CPCA-GFAP, AB_2109953), and anti–ataxin-7 (1:500, Invitrogen, PA1-749). Subsequently, the tissues were incubated with anti–goat IgG Alexa Fluor 488 (1:500; Invitrogen, A32814) or anti–chicken IgY Alexa Fluor 647 (1:500; Invitrogen, A21449) and anti–rabbit IgG Alexa Fluor 594 (1:500; Invitrogen, A32754). Sections were mounted in Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories). For negative control staining, tissues were stained with secondary antibodies only. For TUNEL staining, the PFA-fixed tissues were washed, blocked, and stained as described above. These tissues were subsequently treated with 50 μL of TUNEL Enzyme Solution and 450 μL Label Solution, as per the manufacturer’s protocol (In Situ Cell Death TMR, Roche, 12156792910). Then, they were mounted in Vectashield Antifade Mounting Medium with DAPI. Images were acquired using a Zeiss 780 upright confocal microscope and analyzed using Zen 3.3 Blue acquisition software (Zeiss Inc.) Maximum projection images from confocal *Z*-stacks were acquired. Care was taken to minimize pixel saturation while imaging each *Z*-stack. No fluorescence crossover was found between the channel and images were collected separately using appropriate laser excitation. Three to 4 animals per genotype were examined and representative images are shown. Putative phrenic and XII motor pools and motor neurons were identified in each section based on size, morphology, and location, and quantified as previously described (86–88).

To quantify astrocytes, total numbers of DAPI^+^ cells as well as DAPI^+^GFAP^+^ double-positive cells were counted in XII and phrenic respiratory control centers from 4 animals per genotype. The data are presented as total percentage of DAPI^+^GFAP^+^ double-positive cells. Analysis was performed by blinded observers using ImageJ (NIH).

### NMJ staining.

The procedure is adapted from a previously described protocol (89). Whole-mount diaphragms were harvested from 9-week WT and SCA7 mice. The diaphragms were finely teased in 1× PBS and then fixed in 2% PFA for 15 minutes followed by washes with PBS. The tissues were stored at 4°C for 48–72 hours. Diaphragms were permeabilized with 2% Triton X-100 and then blocked overnight at 4°C in blocking buffer (4% normal horse serum, 2% BSA, 0.5% Triton X-100 in 1× PBS) followed by incubation with anti-ZNP1 (1:200; Zebrafish International Research Center, znp-1 090811) and anti–NF-H (1:1200; EnCor Biotechnology Inc., CPCA-NF-H) at 4°C for 48 hours, washed with PBS, and incubated with secondary antibody solution consisting of anti-mouse Alexa Fluor 488 (1:200; Invitrogen, A11001), anti-chicken Alexa Fluor 647 (1:1200; Invitrogen, A21449), and Alexa Fluor 594–conjugated α-bungarotoxin (1:1000; Invitrogen, B13423) for 2 hours at room temperature. The tissues were mounted with Fluoro-gel with Antifade and Fluoro-Gel with Tris Buffer (Electron Microscopy Sciences, 17985) and sealed with clear nail polish. Images were acquired from 5 different fields randomly selected from each mouse diaphragm using a Zeiss 780 upright confocal microscope at ×20 magnification. Maximum projection images from confocal *Z*-stacks were acquired. All quantifications were performed using ImageJ by 2 researchers blinded to genotype. The number of NMJs from each field was quantified using ImageJ and an average of number of NMJ clusters in each diaphragm is reported. Colocalization between individual presynapses and their endplates was calculated using Fiji’s Coloc 2 plugin and reported as a Pearson’s correlation coefficient ranging from –1 (perfect anti-correlation) to 1 (perfect correlation). Endplate areas were calculated using Fiji’s measurement tool.

### Nerve processing and imaging.

Phrenic and XII nerves were harvested from 9-week WT (*n* = 4) and SCA7 mice (*n* = 4). Nerves were placed in 2.5% glutaraldehyde and 0.1% sodium cacodylate. They were then processed, embedded in hard plastic, sectioned to 1 μm, and stained with 1% toluidine blue and 1% sodium borate by the Duke University Electron Microscopy Core. Semithin sections were imaged in brightfield using an ECHO Revolve microscope. Light micrographs were analyzed using the public downloadable ImageJ gRatio plugin to examine the g-ratio, fiber diameter, axon diameter, and myelin thickness. The g-ratio is the measure of the ratio of the axon diameter to the diameter of the axon plus myelin, and is a highly reliable indicator of optimal myelination. One hundred randomly selected axons from each nerve were manually outlined for each animal.

For electron microscopy, phrenic and XII nerves from WT (*n* = 4) and SCA7 (*n* = 4) mice were placed in 2.5% glutaraldehyde and 0.1% sodium cacodylate and then postfixed in 1% osmium tetroxide. The nerves were placed in 1% uranyl acetate and then dehydrated with acetone. They were then processed in epoxy resin (EPON), cut into 60-nm ultrathin sections on a Reichert Ultracut E ultramicrotome, and stained with 2% uranyl acetate and SATO’s lead stain. The nerves were imaged on a Philips CM12 electron microscope.

### qPCR.

Total RNA was prepared using TRIzol (Life Technologies) from flash-frozen tissues (tongue, diaphragm, medulla, and cervical spinal cord). One microgram of RNA was reverse transcribed using the high-capacity cDNA Archive kit (Applied Biosystems). Real-time qPCR was performed using TaqMan Gene expression Master Mix (Applied Biosystems) and TaqMan primers to evaluate gene expression. Gene expression levels of the target genes were normalized to housekeeping gene *Gapdh* and are presented as fold change over control. Data are presented as mean ± SEM of biological repeats.

### Neurophysiology.

The nerve recording procedure was adapted as previously described (90). Nine-week WT (*n* = 4) and SCA7 (*n* = 7) mice were anesthetized by intraperitoneal urethane (1.5 g/kg; Sigma-Aldrich) and placed supine. Body temperature was maintained at 37.3°C to 37.4°C using a servo-controlled heating pad (model TC-1000, CWE). Pulse oximetry (MouseOx, Starr Life Sciences) was used to measure the saturation of hemoglobin (O_2_ saturation [Sa_O2_] as percentage). The trachea was cannulated below the larynx to enable mechanical ventilation (MicroVent, Harvard Apparatus) with a hyperoxic gas mixture (inspired O_2_ fraction [Fi_O2_] = 0.50]). End-tidal CO_2_ (ET_CO2_) was monitored (MicroCapStar, CWE) and correlated with an arterial blood gas (ABL80 Flex, Radiometer America Inc.), with the overall goal of maintaining a PCO2 of approximately 40 mmHg. During this period, the limb-withdrawal response to toe pinch was monitored to ensure the adequacy of anesthesia, and supplemental urethane was given if indicated (0.3 g/kg i.p.). After initiating mechanical ventilation, muscular paralysis was induced with pancuronium bromide (2.5 mg/kg i.p.; Sigma-Aldrich) to eliminate respiratory muscle contraction. Mice were bilaterally vagotomized to prevent entrainment of XII motor output with the ventilator. The right XII nerve was isolated at the distal end. Nerve activity was recorded using a bipolar suction electrode (A-M Systems, 573040) following amplification (1,000×; Model 1700, A-M Systems). Neurograms were integrated using a 100-ms time constant (model MA-821, CWE). Data were digitized using a CED Power 1401 data acquisition interface and recorded on a personal computer using Spike2 v8.21 software (Cambridge Electronic Design). Baseline recordings were determined by an even amplitude and stable ET_CO2_. Five minutes of baseline recordings were obtained and then followed by a 10-minute hypercapnia challenge (Fi_O2_ 0.21; Fi_CO2_ 0.07; nitrogen balance) recording. Respiratory rate and tidal volume were the same at baseline and challenge. An arterial blood sample was obtained for measurements of arterial blood gas in a subset of mice (ABL80 Flex, Radiometer America Inc.). Mice were then euthanized after the procedure by secondary organ removal. The percentage of baseline was calculated as (challenge – baseline)/baseline × 100.

### RNA-seq.

The medulla and cervical spinal cord tissues from P8, 5-week, and 9-week SCA7 (*n* = 9) and WT mice (*n* = 8) were harvested and flash frozen. RNA was extracted using a Qiagen miRNeasy kit. Initial processing and analysis of sequencing results were performed by Duke Genomic Analysis and the core facility. Reads were mapped to the GRCm38v73 version of the mouse genome. Reads were kept for subsequent analysis if they mapped to a single genomic location. 

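The deep and shallow libraries differed on genes whose sequence is shared with other genes. The share of a gene's 31-mers found in transcripts of other genes was computed from a sample of 1 in 8 of the 31-mers of the GENCODE vM21 transcripts. Genes sharing at least 50% of their 31-mers were higher in the shallow than in the deep 9-week libraries by a median log2 of 1.80 in the medulla (81 genes) and 4.32 in the cervical spinal cord (88 genes). For genes sharing none the medians were -0.07 (1558 genes) and -0.06 (1636 genes). With the counts thinned to equal depth, 386 of 4504 medulla genes and 391 of 4722 cervical spinal cord genes differed between deep and shallow libraries at an adjusted p under 0.05 in a model that also held genotype. For the mitochondrial genes ATP6, ATP8, COX2, COX3 and ND4L, chosen after their values were seen, no deep 9-week library exceeded 0.502 CPM in the medulla or 2.73 CPM in the cervical spinal cord, and no shallow library was under 1513 and 1091 CPM.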

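A minimum of 10 counts in every library of a comparison in place of any library left 1317 genes in the 9-week medulla, of which 17 passed an adjusted p of 0.05, 15 of them lower in SCA7 mice. In the 9-week cervical spinal cord it left 1192 genes, of which 61 passed, 48 of them lower. Without a minimum, 1013 of 27577 genes passed in the medulla and 539 of 27324 in the cervical spinal cord.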

Only genes that had at least 10 reads in any given library were used in subsequent analysis. 

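The DESeq2 test at 9 weeks called 55 lower and 16 higher genes in the medulla, and 185 lower and 10 higher genes in the cervical spinal cord, at an adjusted p under 0.05. With the size factors of DESeq2 in the edgeR test, 1398 genes passed in the medulla and 990 in the cervical spinal cord.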

Normalization and differential expression were carried out using DESeq2 (https://www.bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html). The false discovery rate (FDR) was calculated to control for multiple hypothesis testing. Upregulated and downregulated genes were analyzed based on log_2_(fold change).

For GO enrichment analysis, overrepresentation analysis was achieved using the Clusterprofiler package (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html). Samples were first grouped according to their genotype, age, and tissues. For each group, genes that significantly differed in expression (*P* < 0.01) were selected for further analysis. Fisher’s exact test was used to determine whether there was more overlap between the differentially expressed gene list and the GO annotation list than would be expected by chance.

### Statistics.

Statistical analyses were performed using GraphPad Prism 9 using a 2-tailed Student’s *t* test between 2 genotypes. Further information is indicated in the figure legends. For all statistical analyses, significance is defined as a *P* value of less than 0.05: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All data are presented as mean ± SEM.

### Study approval.

Animal care and all experimental procedures included in this study were approved by the Institutional Animal Care and Use Committee of Duke University.

### Data availability.

The values for all data points shown in graphs are provided in the Supporting Data Values Excel file. The custom code is available through GitHub (https://github.com/MaiElMallah/RNA-Seq_SCA7_medulla_cervical).

The RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) (accession number GSE271392; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271392).

## Author contributions

DDB conceptualized the study, curated data, analyzed data, conducted experiments, developed methods, provided project administration, validated data, generated figures, wrote the original manuscript draft, and reviewed and edited the manuscript. YS, LEH, RS, LMS, LAP, ERS, and AH curated data, analyzed data, conducted experiments, generated figures, and reviewed and edited the manuscript. RS, JSD, MH, and SK analyzed data, conducted experiments, generated figures, and reviewed and edited the manuscript. ARLS provided resources and reviewed and edited the manuscript. MKE conceptualized the study, analyzed data, acquired funding, conducted experiments, developed methods, provided project administration, resources, and supervision, and reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
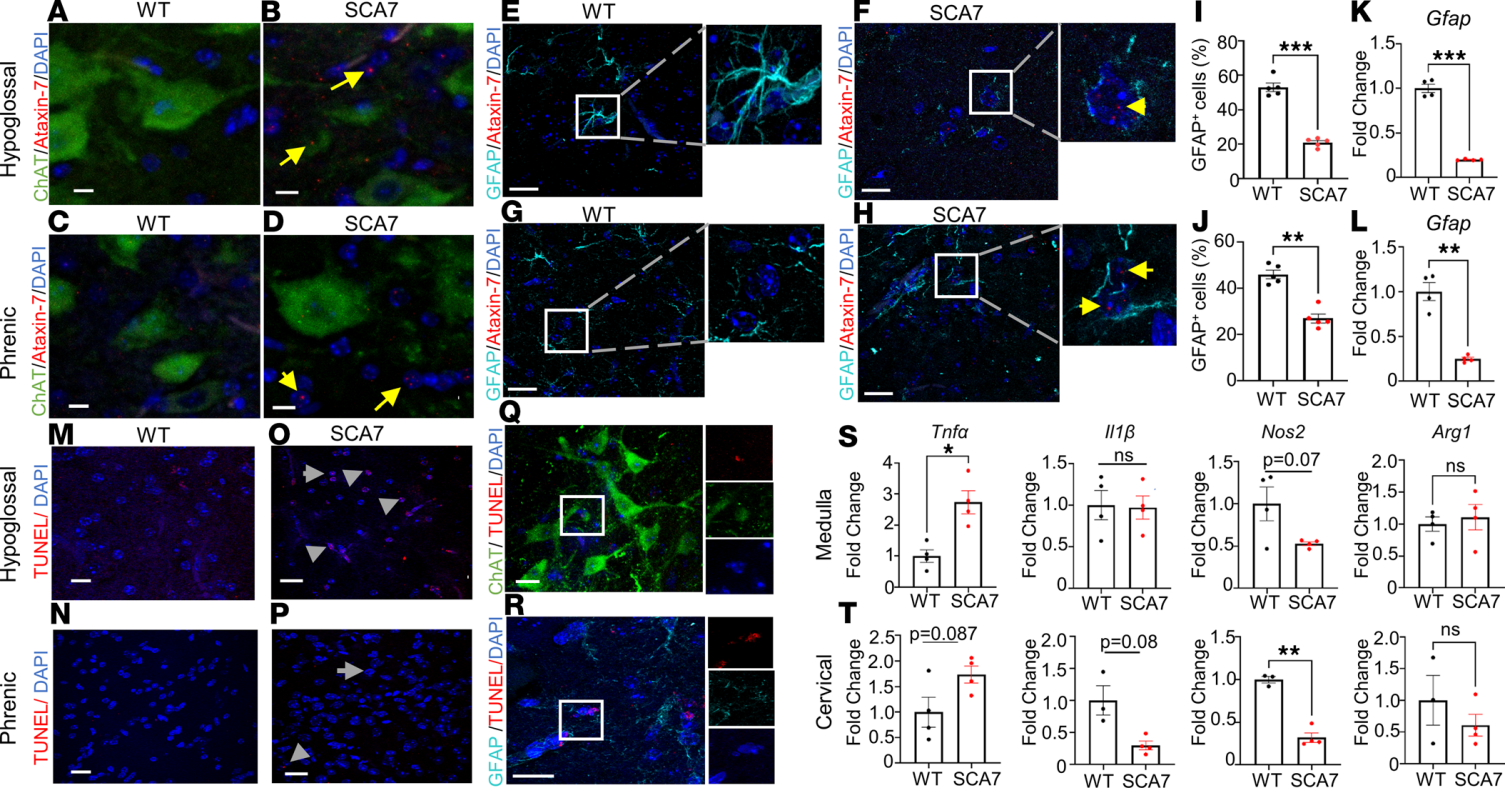
Accumulation of mutant ataxin-7 in the XII and phrenic respiratory control centers is associated with increased cell death and reduced proinflammatory cytokine expression. (**A**–**H**) Representative confocal images from 9-week WT (*n* = 4) and SCA7 XII (*n* = 4) (**A** and **B**, and **E** and **F**) and putative phrenic (**C** and **D**, and **G** and **H**) respiratory centers immunostaining for anti-ChAT (green)/anti–ataxin-7 (red) (**A**–**D**), and anti-GFAP (cyan)/anti–ataxin-7 (red) (**E**–**H**). Cell nuclei were visualized by DAPI (blue). The yellow arrow indicates an accumulation of ataxin-7. Scale bars: 10 μm. (**I** and **J**) Quantification of GFAP^+^DAPI^+^ cells (in percentage) in XII (**I**) and putative phrenic (**J**) respiratory centers from WT (*n* = 4) and SCA7 (*n* = 4) mice. **P < 0.001, ***P < 0.001 by 2-tailed Student’s *t* test. (**K** and **L**) Expression of *Gfap* in the medulla (**K**) and cervical spinal cord (**L**) from WT (*n* = 4) and SCA7 (*n* = 4) mice by qPCR. **P < 0.001, ***P < 0.001 by unpaired, 2-tailed Student’s *t* test. (**M**–**P**) Representative confocal images from 9-week WT (*n* = 4) (**M** and **N**) and SCA7 (*n* = 4) (**O** and **P**) XII (**M** and **O**) and phrenic (**N** and **P**) respiratory control centers stained with TUNEL (red). Cell nuclei were visualized by DAPI (blue). Scale bars: 20 μm. (**Q** and **R**) Representative confocal images from 9-week SCA7 (*n* = 2) XII respiratory center immunostained for anti-ChAT (green)/TUNEL (red) (**Q**) and anti-GFAP (cyan)/TUNEL (red) (**R**). Cell nuclei were visualized by DAPI (blue). Scale bars: 20 μm. (**S** and **T**) Expression of proinflammatory (*Tnfa*, *Il1b*, *Nos2*) and antiinflammatory markers (*Arg1*) in the medulla (**S**) and cervical spinal cord (**T**) from WT (*n* = 4) and SCA7 (*n* = 4) mice. All data presented as mean ± SEM. *P < 0.05, **P < 0.001 by 2-tailed Student’s *t* test.

**Figure 2:**
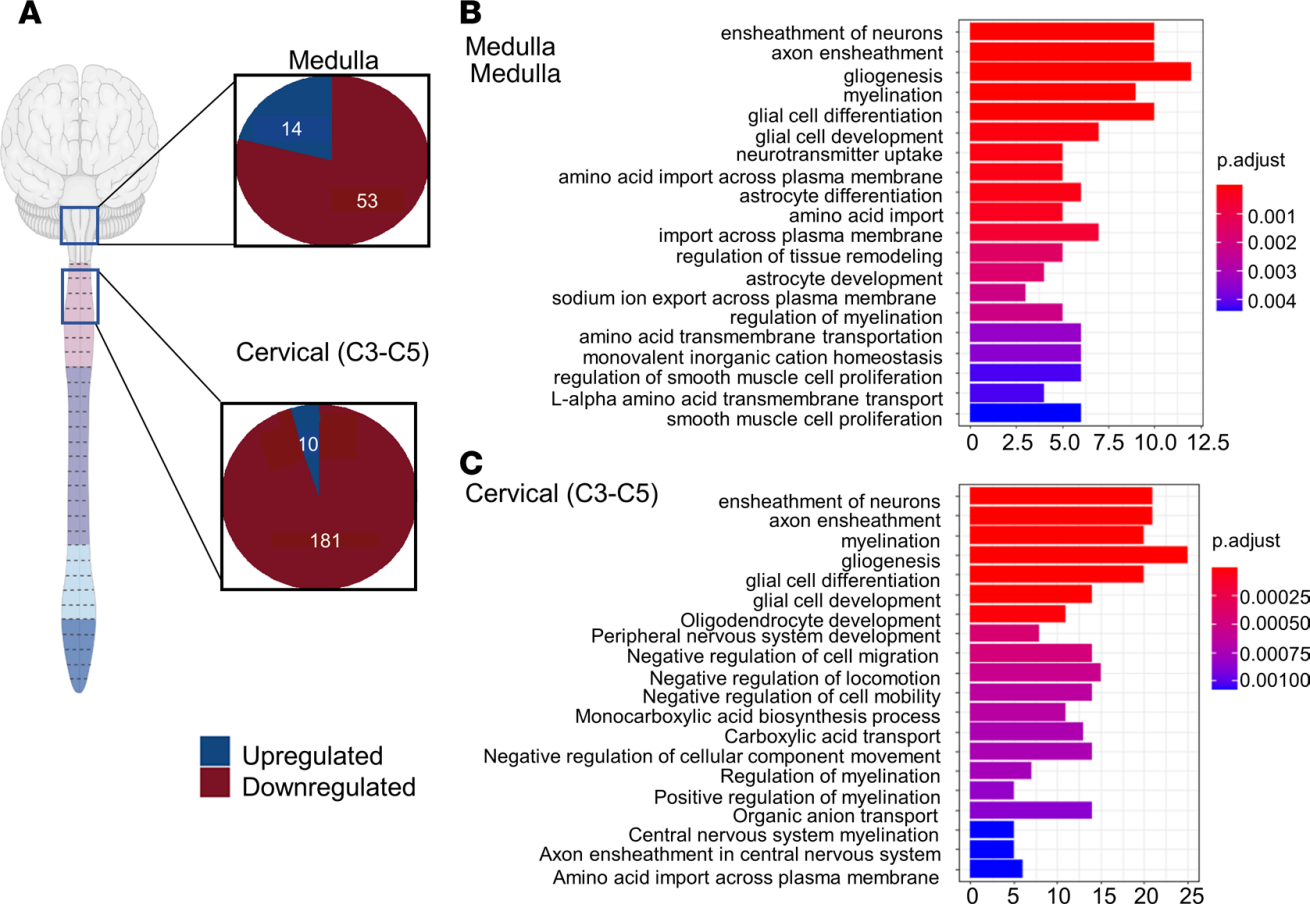
Bulk RNA seq analysis of medulla and cervical of SCA7 exhibits differentially expressed genes that alter biological pathways. (**A**) Bulk RNA analysis of the medulla and cervical spinal cord (*n* = 5 WT and 5 SCA7) shows upregulated and downregulated genes in 9-week SCA7 mice compared with WT mice. (**B** and **C**) GO enrichment analysis of 20 most differentially regulated biological pathways in the medulla (**B**) and cervical spinal cord (**C**) of 9-week WT and SCA7 (*n* = 5 WT and 5 SCA7) mice. The *x* axis marks the enrichment score with a significance cutoff point of *P* = 0.01.

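Of the lower genes that passed in the cervical spinal cord and whose 5 SCA7 libraries all lay below the 5 WT libraries (139 genes), those with the smallest adjusted p included *Gfap*, *Ndrg2*, *Il33* and *Myoc*. *Myoc*, which encodes myocilin and lies on chromosome 1 from 162639150 to 162649694 of GRCm38.p6, was at 60.5 ± 37.7 CPM in WT and 3.57 ± 3.46 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of -3.71 (standard error 0.47, adjusted p = 4.80e-04), and changed by -2.14 in the medulla (adjusted p = 2.04e-04). *Ndrg2*, on chromosome 14 from 51905271 to 51914004, had a log2 fold change of -1.70 (standard error 0.20, adjusted p = 3.13e-04) in the cervical spinal cord and of -1.43 in the medulla (standard error 0.20, adjusted p = 7.85e-04). *Il33* changed by -2.38 (adjusted p = 4.49e-04) and -2.35 (adjusted p = 0.00387). The 5 higher genes chosen in the same way (20 genes) were *Nox4*, *Polr2a*, *Rbm3*, *Hif3a* and *Serpina3c*, with log2 fold changes between 1.40 and 2.71. *Rbm3*, which encodes an RNA-binding protein and lies on chromosome X from 8138975 to 8145880, was at 60.0 ± 14.4 CPM in WT and 179 ± 74.8 CPM in SCA7 mice (SD, n = 5 each), a log2 fold change of 1.57 (standard error 0.29, adjusted p = 0.00481), and changed by 1.68 in the medulla (adjusted p = 0.00258). Among the deep libraries *Rbm3* changed by 1.33 and among the shallow libraries by 1.65 in the cervical spinal cord. *Nox4* and *Serpina3c* had no counts in 3 of the 10 cervical spinal cord libraries, and DESeq2 did not call them (adjusted p = 0.296 and 0.618). In the medulla 79 lower and 41 higher genes passed and separated in this way.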

**Figure 3:**
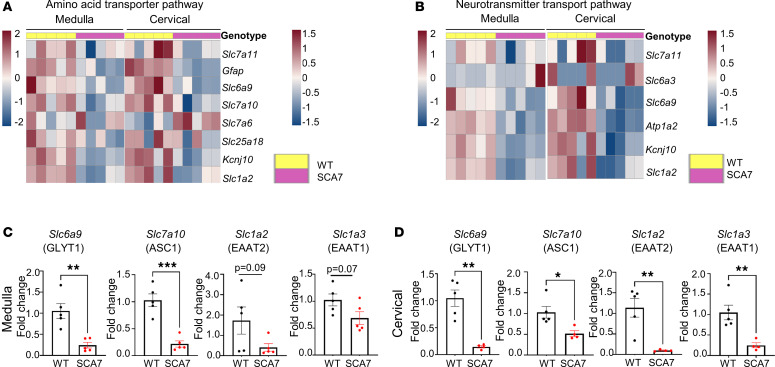
Accumulation of mutant ataxin-7 alters amino acid transport and neurotransmitter activity in the medulla and cervical spinal cord. (**A** and **B**) Heatmaps showing differentially expressed genes regulating amino acid transporter (**A**) and neurotransmitter (**B**) activity pathways in the medulla and cervical spinal cords of 9-week WT (*n* = 5) and SCA7 (*n* = 5) mice. (**C** and **D**) Expression of *Slc6a9*, *Slc7a10*, *Slc1a2*, and *Slc1a3* in the medulla (**C**) and cervical spinal cord (**D**) in 9-week WT (*n* = 5) and SCA7 (*n* = 5) mice analyzed by qPCR. Data presented as mean ± SEM. *P < 0.05, **P < 0.001, ***P < 0.001 by 2-tailed Student’s *t* test.

**Figure 4:**
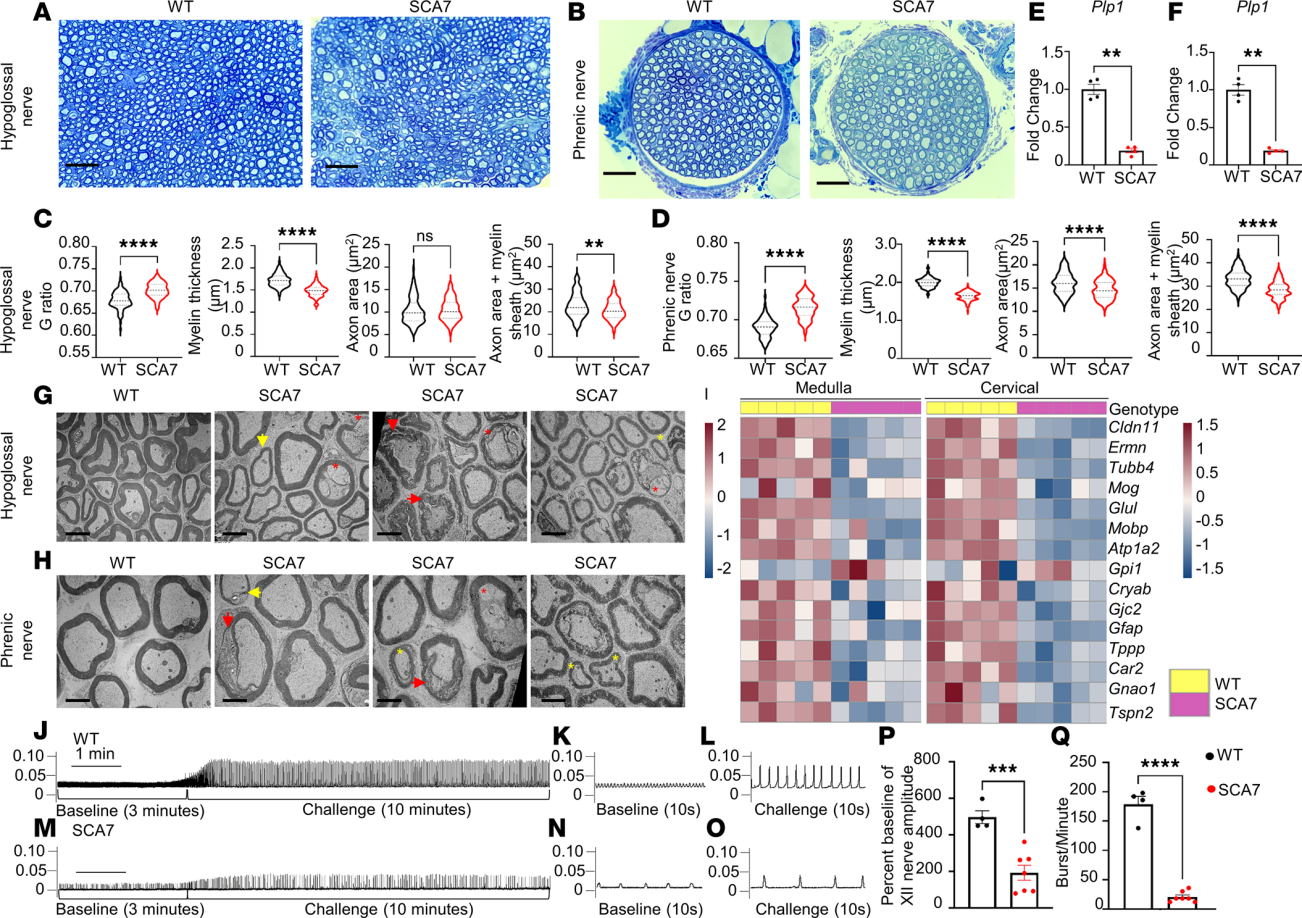
SCA7 mice exhibit significant XII and phrenic nerve pathology. (**A** and **B**) Representative bright-field images of 9-week WT (*n* = 4) and SCA7 (*n* = 4) toluidine blue–stained XII (**A**) and phrenic (**B**) nerves. Scale bars: 30 μm. (**C** and **D**) Graphical representation of g-ratio, myelin thickness, axon area, and total axon area with myelin sheath of XII nerve (**C**) in 9-week WT (*n* = 5) and SCA7 (*n* = 7) mice and phrenic nerve (**D**) in 9-week WT (*n* = 6) and SCA7 (*n* = 7) mice. (**E** and **F**) Expression of *Plp1* by qPCR in the medulla (**E**) and cervical spinal cord (**F**) of 9-week WT (*n* = 4) and SCA7 (*n* = 4) mice. (**G** and **H**) Transmission electron microscopy images of XII (**G**) and phrenic (**H**) nerves from 9-week WT (*n* = 4) and SCA7 (*n* = 4) mice. Yellow arrows indicate demyelination, red arrows indicate decompaction of the myelin sheath, yellow asterisks indicate smaller sized axons, and red asterisks indicate accumulation of vacuoles in the axons and Schwann cells surrounding the axons. Scale bars: 2 μm. (**I**) Heatmap highlights differentially expressed genes regulating myelin sheath activity pathway in 9-week WT (*n* = 5) and SCA7 (*n* = 5) medulla and cervical spinal cord (C3–C5 region of the spinal cord). (**J**–**O**) Representative traces of WT (**J**–**L**) and SCA7 (**M**–**O**) XII nerve recordings at baseline (50% O_2_, 50% N_2_) and during a respiratory challenge (7% CO_2_, 21% O_2_/N_2_ balance). Expanded time-scale traces of the 10-second recording are shown for baseline (**K** and **N**) and challenge (**L** and **O**). (**P**) Graphical representation of XII nerve amplitude at baseline. The graph represents percentage of baseline for the amplitude of XII nerve amplitude of WT (*n* = 4) and SCA7 (*n* = 5) mice. Percentage of baseline was calculated as (challenge – baseline)/baseline × 100. (**Q**) Graphical representation of the frequency of XII nerve burst at baseline of WT (*n* = 4)and SCA7 (*n* = 5) mice. Data presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001 by 2-tailed Student’s *t* test.

**Figure 5:**
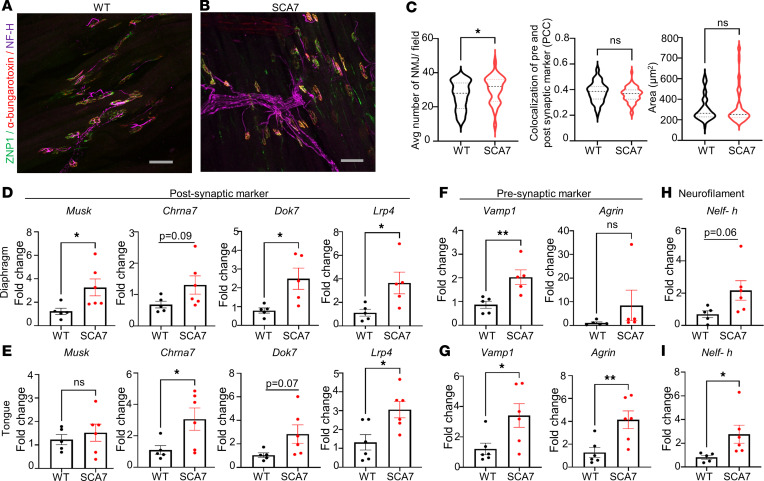
Increase in neuromuscular junction (NMJ) clusters and higher expression of synaptic markers in SCA7 mice. (**A** and **B**) Representative confocal images of 9-week WT (**A**) and SCA7 (**B**) diaphragms labeled with anti-ZNP1 (green, presynaptic marker), α-bungarotoxin (red, postsynaptic marker), and anti–neurofilament heavy chain (anti–NF-H, purple). Scale bars: 10 μm. (**C**) Graphical representation of the average number of NMJ clusters collected from 5 different fields from WT (*n* = 6) and SCA7 (*n* = 6) mice, colocalization of presynaptic and postsynaptic markers using Pearson’s correlation coefficient in WT (*n* = 5) and SCA7 (*n* = 5) mice, and area of endplates of WT (*n* = 6) and SCA7 (*n* = 6) mice at 9 weeks of age. (**D** and **E**) Expression of postsynaptic makers (**F** and **G**), presynaptic markers (**H** and **I**), and neurofilament in the diaphragm and tongue of 9-week WT (*n* = 5) and SCA7 (*n* = 6) mice. Data presented as mean ± SEM. *P < 0.05, **P < 0.01 by 2-tailed Student’s *t* test.

**Figure 6:**
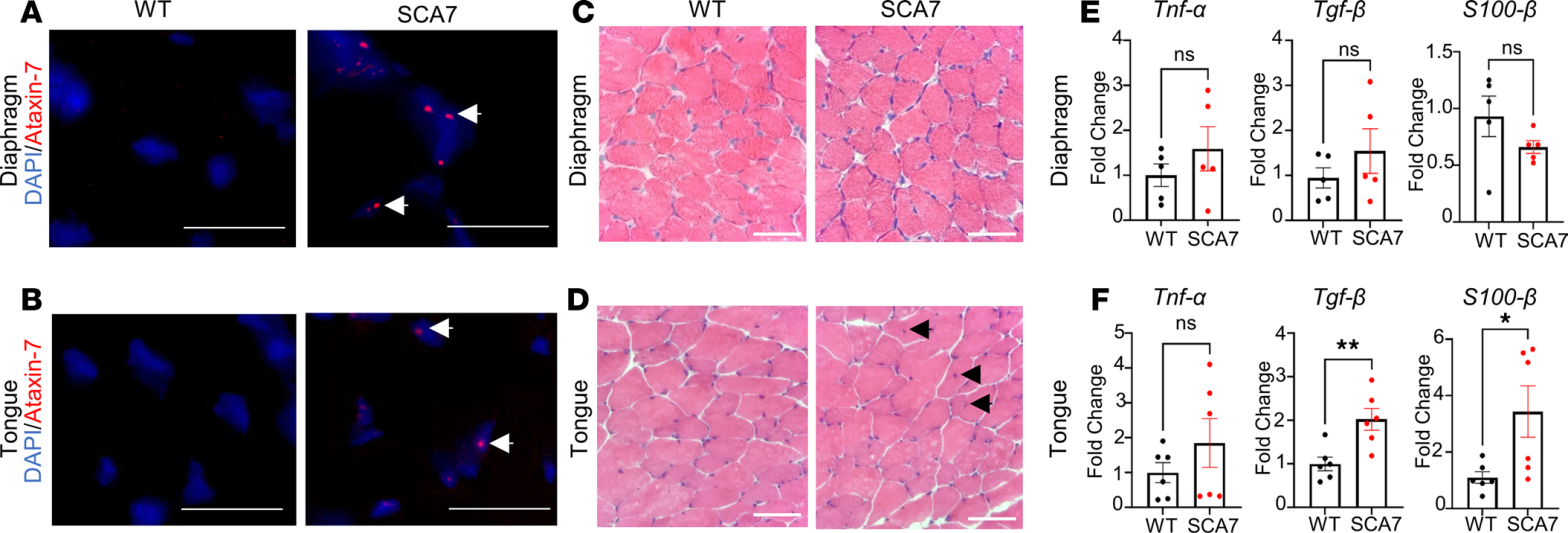
Intranuclear accumulation of ataxin-7 in diaphragm and tongue. (**A** and **B**) Representative images of 9-week WT and SCA7 diaphragm (**A**) and tongue (**B**) labeled with anti–ataxin-7 (red) and DAPI (blue). Scale bars: 90 μm. (**C** and **D**) Representative images of H&E-stained diaphragm (**C**) and tongue (**D**) of 9-week WT and SCA7 (*n* = 4/genotype). Black arrows show centralization of nuclei. Scale bars: 45 μm. (**E**) Expression of *Tnfa*, *Tgfb*, and *S100b* transcripts in 9-week WT and SCA7 diaphragm (*n* = 5/genotype) (**E**) and tongue (*n* = 6/genotype) (**F**).

**Table 2:**
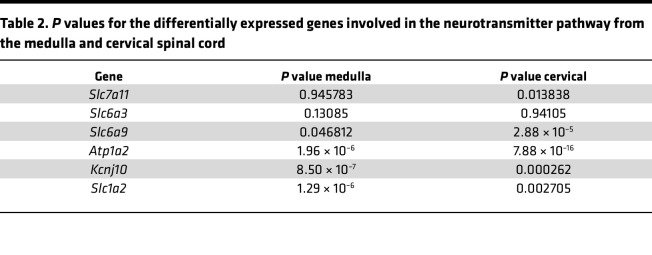
*P* values for the differentially expressed genes involved in the neurotransmitter pathway from the medulla and cervical spinal cord

**Table 1:**
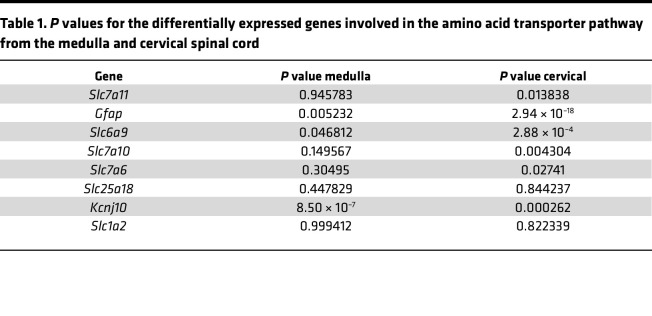
*P* values for the differentially expressed genes involved in the amino acid transporter pathway from the medulla and cervical spinal cord

**Table 3:**
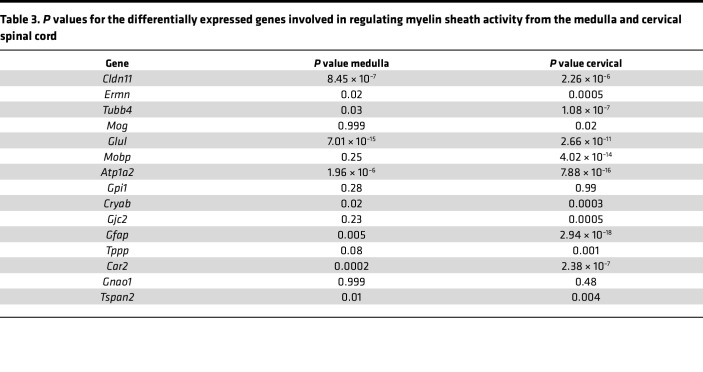
*P* values for the differentially expressed genes involved in regulating myelin sheath activity from the medulla and cervical spinal cord

# Supplementary material for: Respiratory neuropathology in spinocerebellar ataxia type 7
**Source:** JCI Insight. 2024 Jul 18;9(18):e170444. doi: 10.1172/jci.insight.170444
**Supplement:** Supplemental data

1 **Supplementary figures:**

Supplementary Figure 1

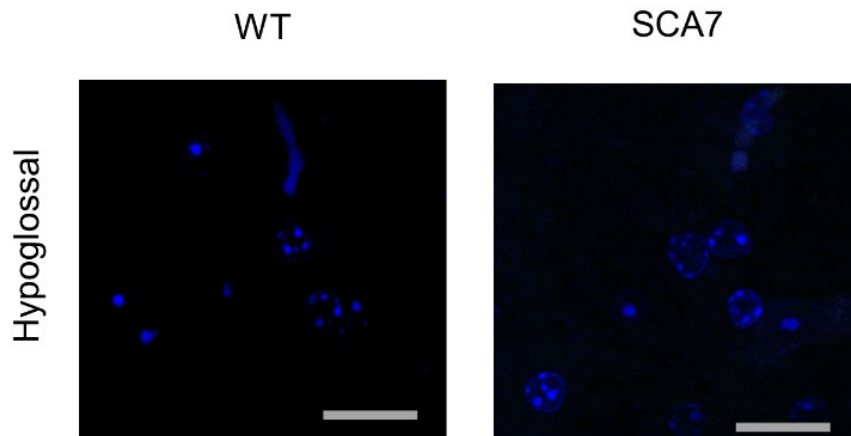

2

3 **Supplementary Figure 1:** Representative confocal images from 9-week WT (A) and SCA7  
4 (B) XII respiratory center immunostained for secondary antibody anti-chicken IgY (secondary  
5 antibody for GFAP) and anti-rabbit IgG Alexa Fluor 594 (secondary antibody for ataxin-7). Cell  
6 nuclei were visualized by DAPI (blue). Scale bars represent 20  $\mu\text{m}$ .

Supplementary Figure 2

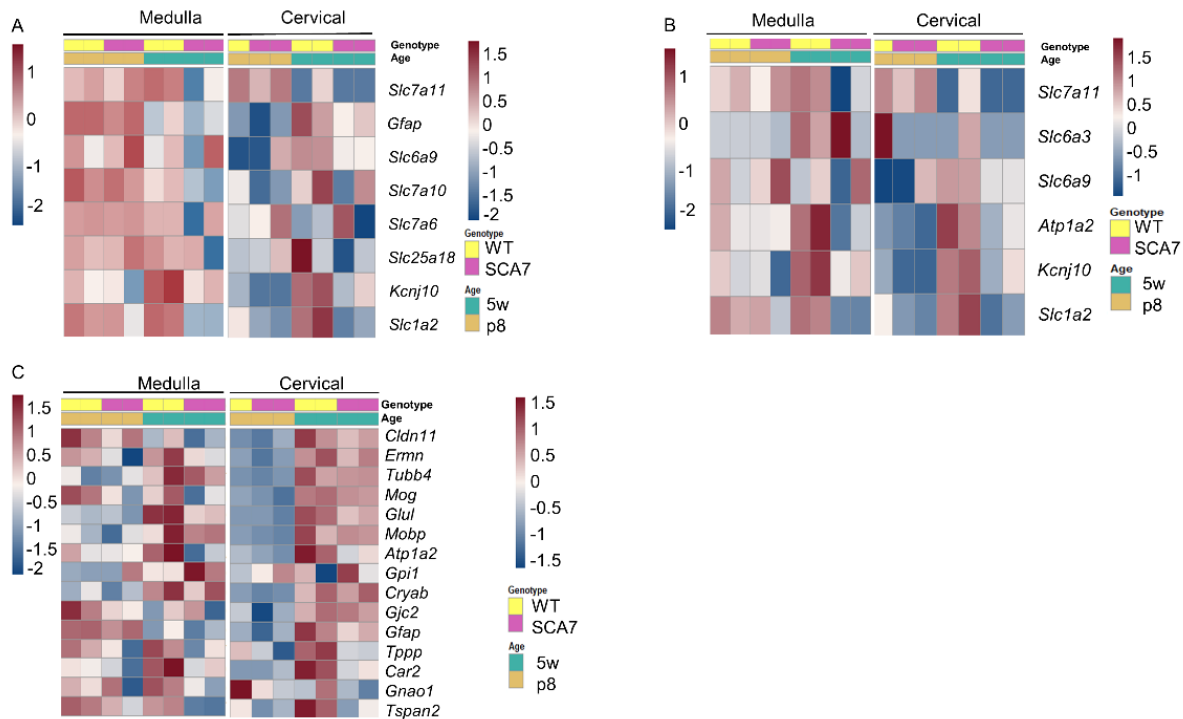

7

8 **Supplementary Figure 2:** Transcriptome profile of proteins involved in amino acid

9 transmembrane transportation (A) and neurotransmitter transport (B) myelin sheath (C)

10 activity pathways of 8-day (p8) and 5-week WT and SCA7 mice. (n=2 per genotype and

11 age group).

12

13

Supplementary Figure 3

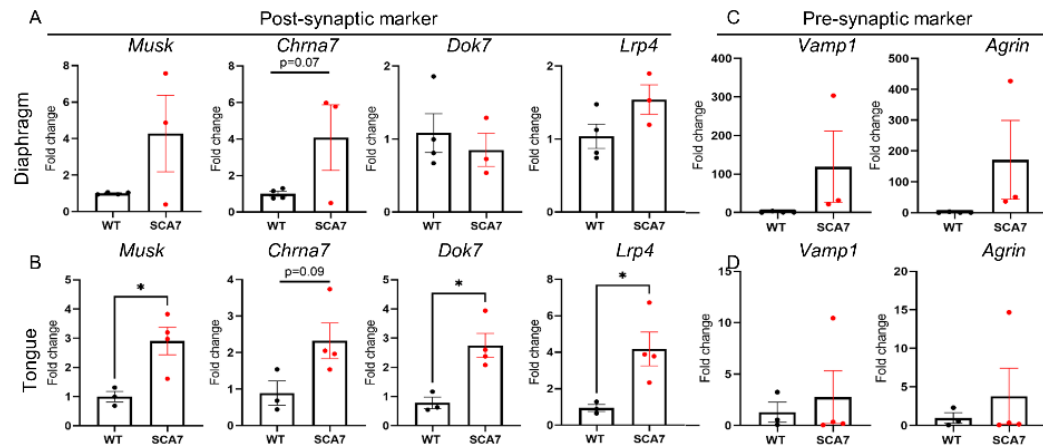

14

15 **Supplementary Figure 3:** (A-D) Expression of postsynaptic markers (A, B) and  
 16 presynaptic markers (C, D) in the diaphragm (A, C) of 5-week WT (n=4) and SCA7  
 17 (n=3) mice and tongue (B, D) of 5-week WT (n=3) and SCA7 (n=4) mice. \*p<0.05,  
 18 Student's *t*-test.

19 Supplementary Table 1: Fold change in WT Vs SCA7 medulla at 9 weeks of age

| DE genes | log2FoldChange | P value  |
|----------|----------------|----------|
| Glul     | 1.426108372    | 7.01E-15 |
| Apod     | -1.114248715   | 1.31E-07 |
| Fa2h     | 1.955504924    | 1.31E-07 |
| Kcnj10   | 1.477889734    | 8.50E-07 |
| Cldn11   | 1.424775037    | 8.50E-07 |
| Ndr2     | 1.429307468    | 1.06E-06 |
| Cdkn1a   | -3.19639236    | 1.06E-06 |
| Ugt8a    | 2.398636517    | 1.06E-06 |
| Trf      | 1.22226936     | 1.20E-06 |
| Slc1a2   | 2.24880082     | 1.29E-06 |
| Atp1a2   | 1.2201349      | 1.96E-06 |
| Gja1     | 1.414172117    | 1.96E-06 |
| Plpp3    | 1.490730149    | 1.44E-05 |
| Plp1     | 1.679566843    | 1.61E-05 |
| Qdpr     | 1.183321137    | 2.06E-05 |
| Scd2     | 1.233934461    | 3.29E-05 |
| Atp1b2   | 1.303460325    | 4.53E-05 |
| Ttyh1    | 1.119129239    | 0.000155 |
| Gpr37l1  | 1.249436305    | 0.000176 |
| Rbm3     | -1.726213182   | 0.000176 |
| Car2     | 1.630938721    | 0.000201 |
| Gpr17    | 2.171718793    | 0.000231 |
| Maff     | -3.666265257   | 0.000248 |
| Kcnk13   | 2.788477799    | 0.000252 |
| Polr2a   | -1.222364914   | 0.000313 |

|        |              |          |
|--------|--------------|----------|
| Mmd2   | 1.472658369  | 0.000407 |
| Agt    | 1.633143228  | 0.000447 |
| Itih3  | 1.482232474  | 0.000459 |
| Aqp4   | 1.247921682  | 0.000459 |
| Fkbp5  | -1.766593614 | 0.000595 |
| Il33   | 2.48400154   | 0.00208  |
| Btbd17 | 2.335732961  | 0.002565 |

20

21

22

23

24

25

26

27

28

29

30

31

32

33

34

35    Supplementary Table 2: Fold change in WT Vs SCA7 cervical spinl cord at 9 weeks of  
36    age

| DE genes | log2FoldChange | P value  |
|----------|----------------|----------|
| Gfap     | 2.287255       | 2.94E-18 |
| Plp1     | 2.55993        | 2.94E-18 |
| Atp1a2   | 1.725704       | 7.88E-16 |
| Mobp     | 2.309787       | 4.02E-14 |
| Ndrp2    | 1.712322       | 4.07E-12 |
| Glul     | 1.391906       | 2.66E-11 |
| Prr18    | 2.610351       | 1.22E-10 |
| Myoc     | 3.7587         | 3.57E-10 |
| Ugt8a    | 2.435472       | 1.19E-09 |
| Agt      | 2.158251       | 4.62E-09 |
| Il33     | 2.42421        | 3.23E-08 |
| Fa2h     | 1.961813       | 4.47E-08 |
| Tubb4a   | 1.236467       | 1.08E-07 |
| Car2     | 1.677331       | 2.38E-07 |
| Padi2    | 1.955912       | 2.41E-07 |
| Qdpr     | 1.998996       | 2.41E-07 |
| Cldn11   | 1.352844       | 2.26E-06 |
| Trf      | 1.382898       | 2.68E-06 |
| Aebp1    | 2.487037       | 2.76E-06 |
| Klk6     | 2.48684        | 2.76E-06 |
| Igfbp5   | 2.603111       | 5.12E-06 |
| Prg4     | 5.992226       | 5.88E-06 |
| Serpind1 | 4.623417       | 5.88E-06 |

|           |          |          |
|-----------|----------|----------|
| Hbb-bs    | 2.915133 | 1.13E-05 |
| Fn1       | 2.484543 | 1.83E-05 |
| Nnat      | 2.409432 | 1.95E-05 |
| Slc6a9    | 1.790332 | 2.88E-05 |
| ND2       | 1.860178 | 3.78E-05 |
| C3        | 2.067771 | 4.40E-05 |
| Tuba1a    | 1.05779  | 7.78E-05 |
| Igf2      | 4.444373 | 7.78E-05 |
| Desi1     | 1.500739 | 8.87E-05 |
| Wnk1      | 1.143189 | 0.000109 |
| Neat1     | 1.302376 | 0.000114 |
| Dbp       | 1.772665 | 0.000118 |
| Trp53inp2 | 1.505447 | 0.000137 |
| Cst3      | 1.314907 | 0.000181 |
| Slain1    | 1.146795 | 0.04544  |
| H1fx      | 1.569985 | 0.047231 |
| Slco3a1   | 1.207556 | 0.047866 |
| Rab7b     | 3.270351 | 0.048752 |
| Btbd17    | 2.988751 | 0.048752 |
| Nes       | 2.359896 | 0.048956 |
| Mt2       | 1.139638 | 0.049327 |
| Cxcl12    | 1.98618  | 0.001572 |
| Slc13a4   | 4.611446 | 0.001612 |
| Aldh1a2   | 3.77626  | 0.001713 |
| Mal       | 1.072664 | 0.001738 |
| Pltp      | 2.421986 | 0.001853 |
| Fth1      | 1.496091 | 0.001903 |

|               |          |          |
|---------------|----------|----------|
| Gjc3          | 1.152565 | 0.00197  |
| Fxyd1         | 1.926078 | 0.002079 |
| B230206H07Rik | 3.311574 | 0.002247 |
| Metrn         | 1.612594 | 0.002575 |
| Hcn2          | 0.941991 | 0.002705 |
| Rida          | 1.729324 | 0.002705 |
| Slc1a2        | 1.742119 | 0.002705 |
| Mpz           | 6.561351 | 0.002794 |
| Kif13b        | 1.411272 | 0.002864 |
| Islr          | 3.646104 | 0.002888 |
| Tmem88b       | 1.022393 | 0.002966 |
| Unc5b         | 1.601644 | 0.002977 |
| Gamt          | 2.813142 | 0.003236 |
| Aldh1a1       | 1.202588 | 0.003315 |
| GltP          | 1.437841 | 0.003659 |
| Aqp4          | 1.411911 | 0.003688 |
| Tspan2        | 1.117648 | 0.003785 |
| Scd1          | 1.002314 | 0.004108 |
| Itih3         | 1.3762   | 0.004304 |
| Slc7a10       | 1.451063 | 0.004304 |
| Slc7a11       | 2.90732  | 0.013838 |
| Hsph1         | 1.1316   | 0.014223 |
| Clec3b        | 2.902872 | 0.01424  |
| Fam129b       | 1.588886 | 0.014455 |
| Kcna6         | 1.580202 | 0.015664 |
| Lgi4          | 1.676615 | 0.01663  |
| Slc25a1       | 1.236293 | 0.017224 |

|          |          |          |
|----------|----------|----------|
| Cilp     | 4.373834 | 0.017819 |
| Atp1b2   | 0.956684 | 0.018589 |
| Fads1    | 1.239999 | 0.018589 |
| Col3a1   | 3.315298 | 0.018994 |
| Crispld2 | 2.769331 | 0.018994 |
| Mfap5    | 4.40678  | 0.019848 |
| Kdm3a    | -1.35412 | 0.020619 |
| Msmo1    | 1.035128 | 0.020619 |
| Itpkb    | 1.067801 | 0.020711 |
| Gpr37l1  | 0.990862 | 0.004334 |
| Fmod     | 3.11875  | 0.001384 |
| Col1a1   | 2.940252 | 0.001384 |
| Ntsr2    | 1.780519 | 0.001384 |
| Tppp     | 1.229707 | 0.001433 |
| Bgn      | 2.324043 | 0.001443 |
| Nbl1     | 2.189804 | 0.001559 |
| Sema3b   | 1.785205 | 0.021678 |
| Dao      | 2.552329 | 0.021703 |
| Hspg2    | 1.820137 | 0.0237   |
| Gm39080  | 3.698217 | 0.0237   |
| Mog      | 1.125914 | 0.023902 |
| Ptn      | 1.470051 | 0.024102 |
| Mbp      | 1.466421 | 0.024542 |
| Atp5d    | 1.055038 | 0.025971 |
| Vwa1     | 1.383213 | 0.025981 |
| Aplnr    | 3.36666  | 0.027426 |
| Sfxn5    | 1.027763 | 0.027674 |

|               |          |          |
|---------------|----------|----------|
| Rhog          | 1.399937 | 0.02833  |
| Ndrp1         | 1.248584 | 0.029534 |
| Gpr17         | 2.142677 | 0.029865 |
| Prep          | 2.334158 | 0.030993 |
| Calr          | 0.884732 | 0.030993 |
| Plp           | 0.997847 | 0.031302 |
| Tpt1          | 1.0637   | 0.031392 |
| Rbp4          | 3.06672  | 0.032517 |
| Clic4         | 1.002389 | 0.033139 |
| Gareml        | 1.820883 | 0.033139 |
| 9430020K01Rik | 1.466295 | 0.033266 |
| Arhgef19      | 1.655063 | 0.033303 |
| Ralgps1       | -1.01956 | 0.033836 |
| H19           | 4.279946 | 0.033836 |
| Paqr8         | 1.096627 | 0.033938 |
| S100b         | 1.008759 | 0.033938 |
| Dock5         | 1.190733 | 0.033938 |
| Sox2ot        | 1.077408 | 0.034492 |
| Mgp           | 4.206475 | 0.035479 |
| ND1           | 1.304199 | 0.03639  |
| Hbb-bt        | 3.114968 | 0.038272 |
| Slc22a6       | 4.440406 | 0.039842 |
| CYTB          | 1.353466 | 0.043365 |
| Epb41l2       | 1.18523  | 0.043465 |
| Gpr37l1       | 0.990862 | 0.004334 |
| Ttyh1         | 0.981799 | 0.004334 |
| Mmd2          | 1.563144 | 0.0048   |

|          |          |          |
|----------|----------|----------|
| Mt3      | 1.416983 | 0.005516 |
| Hif3a    | -1.57702 | 0.005742 |
| Lcat     | 2.126896 | 0.005742 |
| C4b      | 1.751635 | 0.005757 |
| Enho     | 1.341414 | 0.006928 |
| Ppp1r14a | 1.656496 | 0.007704 |
| Gja1     | 1.080018 | 0.008255 |
| Mag      | 0.860377 | 0.008804 |
| Lpar1    | 1.185601 | 0.010287 |
| Efhd1    | 1.357831 | 0.010472 |
| Zkscan16 | -1.34061 | 0.010472 |
| Ahnak    | 1.317273 | 0.010493 |
| Abca1    | -1.4652  | 0.010755 |
| Tmem229a | 1.192775 | 0.010755 |
| Tet2     | -1.58672 | 0.01081  |
| Wnt4     | 3.684656 | 0.01093  |
| Slc22a8  | 2.131949 | 0.011033 |
| Gatm     | 0.983194 | 0.011126 |
| Mtss1l   | 1.105475 | 0.011278 |
| Kcnk13   | 2.292378 | 0.01204  |
| Micall1  | 1.129448 | 0.01204  |
| Cirbp    | -1.06889 | 0.012404 |
| Panx2    | 1.264029 | 0.012691 |
| Scd2     | 1.120291 | 0.012691 |
| Heyl     | 2.573085 | 0.012792 |
| Ogn      | 3.733808 | 0.013345 |
| Mapt     | 0.990768 | 0.013412 |

|        |          |          |
|--------|----------|----------|
| Lyz2   | 2.931286 | 0.013767 |
| Sox10  | 1.03777  | 0.013767 |
| Igfbp6 | 5.034083 | 0.020711 |
| Podxl  | 1.836262 | 0.021416 |

37

38

How the deposited data were processed for this re-analysis (not part of the article)

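RNA of the medulla and cervical spinal cord of WT and SCA7 mice was measured by RNA-seq in 35 libraries from 18 mice at 9 weeks, 5 weeks and P8. The authors aligned the reads to the mouse genome (GRCm38v73 in the paper) and kept uniquely mapped reads, and deposited 1 table of raw read counts per gene symbol for each library, without normalization. The text of the paper does not state the aligner or the counting tool, and gives no annotation release beyond the name GRCm38v73. Each table holds the same symbols, whole numbers, and no entries for totals or unassigned reads. Of the symbols, 32501 were found in a RefSeq table of GRCm38.p6, which gave the positions of the named genes. The labels of the mice paired the medulla and cervical spinal cord libraries of the same mouse.

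From the deposited counts, CPM, log2 fold changes of SCA7 over WT and p values were computed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, the settings of earlier releases), limma 3.58.1, DESeq2 1.42.0 (alpha 0.1) and statmod 1.5.0. Tables were read with jsonlite 2.0.0. Each tissue and age was tested on its own groups, over genes with at least 10 counts in at least 1 library, with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference of the change between tissues was tested with the mouse as a block, and the difference between ages over all libraries of a tissue, both with adjusted p values from edgeR. The standard error of a log2 fold change was computed from its quasi-likelihood F value. The P8 cervical spinal cord, with 1 WT library, was not tested. The genes named are those the paper names, those of its Tables 1 to 3, and in each tissue the 5 lower and 5 higher genes with the smallest adjusted p among those past the threshold whose 9-week SCA7 libraries all lay on one side of the WT libraries. *Fkbp5*, *Dbp*, *Cirbp*, *Igf2*, *Hbb-bs*, *Pmp22* and *Mbp* are named as members or as the most abundant genes of lists, and the 5 mitochondrial genes were chosen after their values were seen. A library at or under 3 counts of a gene was taken as at the limit of counting, and a gene with all libraries of a genotype there was also given as a bound.

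Gene lists were tested with fry of limma, and with camera and an estimated correlation as an alternative. The lists were those of the paper's Tables 1 to 3 and lists of markers written before the counts were examined: oligodendrocyte, oligodendrocyte precursor, astrocyte, microglia, neuron, motor neuron, endothelial, meningeal fibroblast, Schwann cell, red blood cell, choroid plexus, heat shock, cold-inducible, glucocorticoid-induced, p53 target, circadian clock output and cholesterol synthesis genes. Other alternatives were DESeq2, the size factors of DESeq2 in edgeR, library totals, at least 10 counts in every library, no filter, all ages in one fit, libraries thinned to equal depth, the replicate number as a block, no mouse block, limma-voom with sample weights and leaving out each library in turn. Fits among deep or shallow libraries alone, depth as a block and the bias-adjusted test of edgeR were added after the counts had been examined. Deep libraries are those with over 1000000 counts. The 10 9-week mice were regrouped in 100 ways drawn with random seed 20240718. For DESeq2 and the difference between tissues 60 of these were used. They were the first 60 in a sorted order and not a random draw, so a share of the 60 is not a chance rate. Pairs of libraries of one group and depth were checked for counting noise, and all 21 pairs differed beyond it, with a chi-square per degree of freedom of at least 1.12. A library far from the other 4 of its group was found with Dixon's ratio over 0.710.

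The tests were tested on simulated data with the real depths, 18897 genes tested and 200 changed genes at a dispersion of 0.05. The test of edgeR called 174 genes, 152 of them changed, and that of DESeq2 135 and 132. Limma-voom called 130 and 127, and the bias-adjusted test 160 and 154. In these simulated data 12.6% of the calls of edgeR were wrong and 2.22% of those of DESeq2. The real deep and shallow libraries differed beyond depth, at 386 medulla and 391 cervical spinal cord genes after thinning to equal depth. The simulated shares of wrong calls are therefore not error rates of the real calls. With all simulated libraries deep, edgeR called 202 genes of 19413 tested, 192 of them changed, and DESeq2 218 and 192. There 4.95% and 11.9% of the calls were wrong. With 2 deep WT against 2 shallow SCA7 libraries it called 92 of 18548 genes tested, 88 of them changed. A list of 15 genes lowered by 1 had a median of -1.00 and an unchanged list a median of -0.0229, and fry called the first and not the second at 0.05. The test of the difference between tissues called 105 genes of 19226 tested, 93 of them changed in one tissue alone, and 3 of 19284 where the change was the same in both. GO terms, qPCR and histology were not analysed here, and the copies of the Supplemental Tables hold part of the genes of the paper. Results for some genes are not reported here.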

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

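The tests that regrouped the mice for the marker and response lists, and those of body temperature, p53, glucocorticoids, time of day and the amount of meninges, were chosen only after the results were seen. Among 108 groups of 5 libraries, 9 held 1 library far from the other 4, where chance gives 5.4. In SCA7 medulla replicate 2, 60.7% of the counts were on mitochondrial genes, against 3.50 to 15.6% in the other SCA7 medulla libraries. Its most abundant gene, COX1, held 25.9% of its counts, against 1.45 to 7.34%, and its TMM factor was 0.373, against 1.10 to 1.26. The same library lay apart from the others in *Mobp* (3554 CPM), *Cdkn1a* (325 CPM) and *Ndrg2* (413 CPM). Without it the log2 fold change of *Mobp* in the medulla was -1.68 (adjusted p = 1.25e-04, 5.05e-07 to 0.533 over the alternatives), that of *Cdkn1a* 2.28 (adjusted p = 5.68e-08, 1.86e-12 to 0.0740 over the alternatives) and that of *Ndrg2* -1.58 (adjusted p = 6.95e-05, 1.86e-08 to 0.180 over the alternatives). The medulla then had 1437 genes past the threshold, 929 of them shared with the test on all 5 libraries. A few genes took most of the counts of this library, and whether the tissue or the library preparation led to that was not tested. No biological explanation was tested, since the library is a single mouse.

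In WT medulla replicate 1, *Slc6a9* was at 492 CPM, above the other WT libraries, and without it the log2 fold change was -0.84 (adjusted p = 0.0465, 9.49e-06 to 0.490 over the alternatives). In WT medulla replicate 4, *Cdkn1a* was at 8.03 CPM, below the other WT libraries, and without it the log2 fold change was 2.96 (adjusted p = 0.00542, 1.86e-12 to 0.0740 over the alternatives). In SCA7 medulla replicate 1, *Slc1a3* was at 201 CPM, and without it the log2 fold change was -0.66 (adjusted p = 0.117, 0.0261 to 0.732 over the alternatives). All of these libraries are shallow, so that few counts lie behind each value. No cause was tested for them.

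The change between WT and SCA7 mice differed between the cervical spinal cord and the medulla at 9 weeks for 551 genes at an adjusted p under 0.05, in a test with each mouse as a block. Of the 60 regroupings of the 10 mice, the real one included, 2 gave as many genes, and the other gave 562. The 60 were not a random draw, so this share is not a chance rate. The 17 regroupings, the real one included, that kept WT replicate 5 apart from SCA7 replicates 4 and 5, the 3 mice with deep libraries in both tissues, gave 438 to 562 genes and all others at most 7, so that the count rests on these mice. Among the genes named, the difference in log2 fold change passed for *Slc7a11* (-2.42, standard error 0.25, adjusted p = 4.59e-06), *Gfap* (-1.16, standard error 0.28, adjusted p = 0.0244), *Sult1a1* (-0.90, standard error 0.24, adjusted p = 0.0454) and *Myoc* (-1.91, standard error 0.30, adjusted p = 5.69e-04). The cervical spinal cord value of *Slc7a11* alone was -2.87, and -1.41 without WT replicate 5. The count depended on single libraries: it was 11 without WT replicate 5, 289 without SCA7 replicate 4 and 282 without SCA7 replicate 5. With at least 10 counts required in every library it was 0 of 1004 genes, with 72 at an unadjusted p under 0.05, and without the mouse block it was 100. None of the gene lists tested changed differently in the tissues after adjustment (smallest adjusted p = 0.149). Depth is not aligned with tissue in every mouse, so it may add to this count, and a difference between the tissues themselves stays open.

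Among gene lists the paper does not discuss, meningeal fibroblast genes were lower in the cervical spinal cord of SCA7 mice, with a median log2 fold change of -3.29 (adjusted p = 0.0272), and the mean over the list was below every WT library in 3 of 5 SCA7 libraries. Schwann cell genes were at -2.26 (adjusted p = 0.0384), or -0.85 with *Pmp2*, which was at or under the limit in every SCA7 library, set to its bound, and 3 of 5 SCA7 libraries were below every WT library. Red blood cell genes were at -2.87 (adjusted p = 0.0183), in 4 of 5 SCA7 libraries below every WT library. Regrouping the mice gave a p as small in 1, 2 and 1 of 100 groupings. Of the 13 meningeal fibroblast genes, 9 are in the copy of Supplemental Table 2 and 13 were above 1 CPM in WT cervical spinal cord, of the 8 Schwann cell genes 1 and 7, and of the 6 red blood cell genes 2 and 5. The most abundant genes, *Igf2*, *Pmp22* and *Hbb-bs*, fell from 294 to 14.1, from 92.0 to 36.3 and from 114 to 14.8 CPM. The meningeal median was -1.93 without WT replicate 5 and -3.90 without WT replicate 1, and that of the Schwann cell genes -0.90 without WT replicate 5. Among the deep and the shallow libraries alone the meningeal median was -3.20 and -3.47, neither past an unadjusted p of 0.05 in the rotation test. The Schwann cell list was not past it with library totals (-2.02), with thinned libraries (-0.82), among the deep (-2.29) or the shallow libraries (-1.35), or without WT replicate 4 or SCA7 replicate 4 or 5, nor the red blood cell list among the deep libraries (-3.19). The value of -3.29 is the observation itself, so that less meninges and nerve root in the SCA7 dissections and a change of the meninges in SCA7 mice cannot be told apart. With the meningeal level of each library as a covariate, the genes of Table 3 had a median of -1.39, and the unadjusted p of the fry rotation test was 5.93e-04. The meningeal level therefore does not account for the lower values of this list. The list holds myelin genes and no meningeal markers, so this says little on the other lower genes. The amount of nerve root was not adjusted for.

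Microglia genes were lower in both tissues, with a median log2 fold change of -0.55 (adjusted p = 0.0142) in the medulla and -1.15 (adjusted p = 0.00813) in the cervical spinal cord, and in each tissue 3 of 5 SCA7 libraries were below every WT library. None of the 12 genes is in the copies of the Supplemental Tables, and all were above 1 CPM in WT mice. Regrouping the mice gave a p as small in 1 of 100 groupings in each tissue. Among the shallow medulla libraries alone the median was -0.28, not past an unadjusted p of 0.05. Neither a technical nor a biological cause was tested for this list.

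The 2 cold-inducible genes, *Rbm3* and *Cirbp*, were higher in SCA7 mice, with a median of 1.45 (adjusted p = 3.56e-04) in the medulla and 1.32 (adjusted p = 6.34e-04) in the cervical spinal cord, and all 5 SCA7 libraries were above every WT library in both tissues. *Rbm3* is in the copy of Supplemental Table 1 and *Cirbp* in that of Supplemental Table 2. The whole list thus holds genes that the paper called on these libraries, so its tests and regroupings are not independent evidence. Heat shock genes were lower, with a median of -0.17 (adjusted p = 0.0130) and -0.47 (adjusted p = 0.00165), and the mean over the list was below every WT library in 0 and 5 of 5 SCA7 libraries. Of the 12 heat shock genes, 12 and 11 were above 1 CPM in WT medulla and cervical spinal cord, 0 in another list and 0 and 1 in the copies of Supplemental Tables 1 and 2. The medulla value of the heat shock genes was -0.0773 without WT replicate 2, and with library totals the values were -0.20 and -0.14, no longer past an unadjusted p of 0.05, nor was the value of -0.45 among the shallow medulla libraries. Regrouping the mice gave a p as small for the cold-inducible genes in 1 of 100 groupings in each tissue, and for the heat shock genes in 2 in the medulla and 1 in the cervical spinal cord. A lower body temperature of the SCA7 mice needs heat shock genes that do not rise, and their medians were -0.17 and -0.47, so that it may underlie both lists. Body temperature was not analysed here, and handling before dissection stays open.

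Glucocorticoid-induced genes were higher in SCA7 mice, with a median of 1.45 (adjusted p = 0.00801) in the medulla, where 5 of 5 SCA7 libraries were above every WT library, and 0.69 (adjusted p = 0.00813) in the cervical spinal cord, where 4 were. Of the 10 genes, 2 are in the copy of Supplemental Table 1 and 1 is also in the p53 list. Regrouping the mice gave a p as small in 1 of 100 groupings in each tissue. Without *Fkbp5* and *Cdkn1a*, the unadjusted p of the fry rotation test was 0.00587 and 0.0138, so that glucocorticoid exposure of the SCA7 mice may underlie these genes in both tissues. The list was not past an unadjusted p of 0.05 among the shallow medulla libraries alone (1.60) or the deep cervical spinal cord libraries alone (0.64). The p53 targets had a median of 0.17 (adjusted p = 0.00903) in the medulla, where 2 of 5 SCA7 libraries were above every WT library and 1 of 100 groupings gave a p as small, and 0.0456 without SCA7 replicate 5. Their medulla list was not past an unadjusted p of 0.05 with library totals (0.0356), with thinned libraries (0.25) or among the shallow libraries (1.38). Without *Cdkn1a* the fry p of the p53 targets was 0.0458 in the medulla and 0.826 in the cervical spinal cord, where their whole list was at 0.0949 (adjusted p = 0.333). Their cervical spinal cord list came past an unadjusted p of 0.05 with library totals (0.40) and without WT replicate 1 (0.0459). Of the 10 p53 target genes, 8 and 8 were above 1 CPM in WT medulla and cervical spinal cord, 1 in another list and 1 and 0 in the copies of Supplemental Tables 1 and 2. In the medulla this may point to p53 activation, and in the cervical spinal cord the list without *Cdkn1a* decides nothing.

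Circadian clock output genes had a median of -0.31 (adjusted p = 0.0118) in the medulla, with 2 of 5 SCA7 libraries below every WT library, and -0.18 (adjusted p = 0.00474) in the cervical spinal cord, with 1. The cervical spinal cord value was -0.0569 without WT replicate 3 and turned to 0.15 with library totals. The medulla list was not past an unadjusted p of 0.05 with library totals (-0.36) or among the shallow libraries (-0.32). Regrouping the mice gave a p as small in 2 and 1 of 100 groupings. Without *Dbp* the fry p was 0.118 in the medulla, which leaves open whether the time of day at dissection differed, and 0.0344 in the cervical spinal cord, where another time of day may play a part. Both tissues came from the same mice, and the times of dissection were not used here. Cholesterol synthesis genes had a median of -0.58 (adjusted p = 0.00813) in the medulla, with 5 of 5 SCA7 libraries below every WT library, and -0.76 (adjusted p = 0.00813) in the cervical spinal cord, with 4, and 1 and 2 of 100 groupings gave a p as small. Of the 9 circadian clock output genes, 9 and 9 were above 1 CPM in WT medulla and cervical spinal cord, 0 in another list and 0 and 1 in the copies of Supplemental Tables 1 and 2, and of the 16 cholesterol synthesis genes 16 and 16, 0, and 0 and 1. With library totals the cholesterol synthesis medians were -0.65 and -0.44, no longer past an unadjusted p of 0.05 in either tissue, and neither was the cervical spinal cord value of -0.69 among the shallow libraries. No explanation was tested for this list. Under camera with an estimated correlation, the calls at an unadjusted p of 0.05 were kept for the lists named in these paragraphs except the p53 targets in the medulla and the Schwann cell and circadian clock output genes in the cervical spinal cord.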

How the results depend on the processing

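The fits among the deep or the shallow libraries alone, the fit with depth as a block and the bias-adjusted test of edgeR were chosen after the data were seen, and the other alternatives before the data were examined. The lower values of the 3 lists of the paper kept their direction and stayed past the threshold in both tissues at 9 weeks under all 21 alternatives, with medians from -1.31 to -1.07 and -1.82 to -1.25 for Table 1, -1.35 to -1.16 and -1.92 to -1.34 for Table 2 and -1.23 to -0.89 and -1.44 to -1.03 for Table 3. The numbers of genes past the threshold moved by more than 1.5 times under some alternatives and not under others, and the cause was not tested unless it is given.

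In the 9-week medulla, where 1335 genes passed in the main test, 71 passed with DESeq2, 17 of 1317 with at least 10 counts in every library, where fewer genes are tested, 408 with all ages in one fit, 21 with the libraries thinned to equal depth, where counts are discarded, 361 with the replicate number as a block, 2945 with limma-voom, 21 with the bias-adjusted test, 2414 with depth as a block, 2981 among the deep and 2 among the shallow libraries. In the 9-week cervical spinal cord, with 974 genes in the main test, 195 passed with DESeq2, 61 of 1192 with at least 10 counts in every library, 539 without a filter, 63 with thinned libraries, 520 with limma-voom, 280 with the bias-adjusted test, and among the deep libraries 0, with 2978 at an unadjusted p under 0.05, and 54 among the shallow. Library totals gave 1028 (271 lower and 757 higher) in the medulla and 852 (384 lower and 468 higher) in the cervical spinal cord, where the median of all genes was 0.28 with totals and -0.0160 in the main test. Leaving out 1 library gave 460 (without SCA7 replicate 5) to 1445 (without SCA7 replicate 3) genes in the medulla, with 501 without WT replicate 2, 677 without WT replicate 5 and 774 without SCA7 replicate 4, all deep. For the cervical spinal cord it gave 251 (without SCA7 replicate 5) to 2872 (without WT replicate 5), with 1495 without WT replicate 1 and 490 without SCA7 replicate 4, also deep.

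In the 5-week medulla (156), 524 genes passed with DESeq2, 410 without a filter, 2 with all ages in one fit, 264 with thinned libraries and 560 with the replicate block. In the 5-week cervical spinal cord (125), 2 passed with DESeq2, 18 with library totals, 0 (64 at an unadjusted p under 0.05) with at least 10 counts in every library, 279 without a filter, 0 (829 at an unadjusted p under 0.05) with all ages in one fit and 0 (193 at an unadjusted p under 0.05) with thinned libraries. In the P8 medulla the count of 0 became 33 with thinned libraries and 51 with the replicate block. The difference between ages went from 0 to 1 gene in the medulla and 124 genes in the cervical spinal cord with the replicate block, and the replicate numbers of WT and SCA7 mice belong to different mice, for which the paper gives no pairing. Libraries of the same number had deviations from their group means with r between 0.603 and 0.942 where both were of the same depth and between -0.825 and -0.668 where not, which follows the depth and leaves open whether the numbers share anything else. The difference between tissues, 551 genes, was 0 with at least 10 counts in every library (72 at an unadjusted p under 0.05), 299 without a filter, 100 without the mouse block and 11 (without WT replicate 5) to 677 (without WT replicate 1) with 1 mouse left out.

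At the younger ages the lists of the paper moved across an unadjusted p of 0.05. In the 5-week medulla Table 1 was no longer past it with camera (-0.95), at least 10 counts in every library (-0.94) and thinned libraries (-0.77), nor was Table 2 with camera (-0.92), and Table 3 came past it with at least 10 counts in every library (-0.75) and all ages in one fit (-0.80). In the 5-week cervical spinal cord Table 1 was no longer past it with camera (-0.85) and library totals (-1.06), nor was Table 3 with camera (-0.42), library totals (-0.62), thinned libraries (-0.40) and the replicate block (-0.42). Table 2 came past it there with DESeq2's size factors (-1.12), at least 10 counts in every library (-1.08), all ages in one fit (-1.83), thinned libraries (-1.08) and the replicate block (-1.18). In the P8 medulla Table 3 came past it with DESeq2's size factors (-0.33), at least 10 counts in every library (-0.37), all ages in one fit (-0.35) and thinned libraries (-0.26). With 1 library left out, which leaves 1 library in a group and no test, the medians were -1.34 to -0.89, -1.41 to -0.80 and -1.05 to -0.63 for Tables 1 to 3 in the 5-week medulla, -1.30 to -0.57, -1.69 to -0.80 and -0.69 to -0.38 in the 5-week cervical spinal cord, and -0.20 to -0.0574, -0.62 to -0.0599 and -0.56 to -0.28 in the P8 medulla.

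Directions reversed in the medulla for the Schwann cell list with thinned libraries (-1.38) and among the shallow libraries (-3.71), the choroid plexus list with DESeq2's size factors (0.0106), *Nos2* with the replicate block (0.18), and *Arg1* with the replicate block (-0.61), limma-voom (-0.27) and among the deep libraries (-0.0621). Directions in the cervical spinal cord reversed with library totals for the neuron list (0.24), motor neuron list (0.24), circadian clock output list (0.15), *Slc6a3* (0.0261) and *Slc1a3* (0.0441), where the shift of all genes shows the cause. They also reversed there for the motor neuron list with thinned libraries (0.12) and among the shallow libraries (0.53), the p53 list among the shallow libraries (-0.0703), *Slc1a3* among the deep libraries (0.13), *Nos2* with the replicate block (0.38), and *Arg1* with DESeq2 (-0.28) and limma-voom (-0.70). None of these values was past the threshold in the main test of its result except the circadian list, and the cause was not tested for the others. With 1 library left out, the range crossed 0 in the medulla for the oligodendrocyte precursor list (-0.32 to 0.0185, up without WT replicate 5), endothelial list (-0.42 to 0.0291, up without WT replicate 2), meningeal list (-0.15 to 0.74, down without SCA7 replicate 4), Schwann cell list (-0.30 to 1.24, down without SCA7 replicate 4), choroid plexus list (-0.35 to 0.29, up without WT replicate 2 or 5 or SCA7 replicate 5), *Nos2* (-1.06 to 0.53, up without WT replicate 2) and *Arg1* (-1.06 to 0.79, down without SCA7 replicate 2 or 4). The range in the cervical spinal cord crossed 0 for the motor neuron list (-0.35 to 0.63, up without WT replicate 5 or SCA7 replicate 3 or 5), choroid plexus list (-0.65 to 0.38, up without WT replicate 5), *Slc6a3* (-0.27 to 0.17, up without SCA7 replicate 5) and *Nos2* (-0.94 to 0.24, up without WT replicate 1).

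Of 47 named genes in the medulla, 4 never changed their side of the threshold or direction, 32 lost the threshold, 9 gained it and 2 reversed under at least 1 alternative, and of 46 in the cervical spinal cord 7, 32, 3 and 4. Of 17 marker and response lists, 4 in the medulla and 4 in the cervical spinal cord never changed. DESeq2 gave no adjusted p for 12 results of single genes, which were left out. The depth limits most of the single calls. A count of 0 in the smallest shallow 9-week library allows up to 28.2 CPM in the medulla and 26.8 CPM in the cervical spinal cord. A call of a gene far below these limits rests largely on the 2 deep libraries of each genotype.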

Differences from the paper's values

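In the medulla 1335 genes passed the threshold, against the paper's 67, with 874 higher in SCA7 mice against the paper's 14 and 461 lower against the paper's 53. With DESeq2 in place of edgeR the numbers were 71, 16 and 55, and none of the other 18 alternatives set before the data were examined closed the gap for any of the 3 numbers. For the cervical spinal cord 974 genes passed, against the paper's 191, with 292 higher against the paper's 10 and 682 lower against the paper's 181. With DESeq2 these were 195, 10 and 185. Without SCA7 replicate 5, 251 genes passed and 180 were lower, and with at least 10 counts in every library 13 were higher, and these also closed the gap for those numbers, while the rest of the 19 alternatives did not. The paper's methods name DESeq2. The bias-adjusted test of edgeR, chosen after seeing the values, gave 280 genes in the cervical spinal cord, 254 of them lower, which is within 1.5 times the paper's 191 and 181. The 26 higher genes there, against the paper's 10, left that gap open. In the medulla the same test gave 21 genes, 17 lower and 4 higher, against the paper's 67, 53 and 14, which also left the gaps open.

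The Supplemental Tables give log2 of WT over SCA7, and the values of this paragraph are in that direction. In the medulla *Maff* was at -3.21 against the paper's -3.666265257, a gap closed by DESeq2 (-3.67), all ages in one fit, the replicate block and the fits without WT replicate 2, SCA7 replicate 4 or SCA7 replicate 5. *Kcnk13* was at 2.48 against the paper's 2.788477799, closed by DESeq2 (2.78), library totals, all ages in one fit, the replicate block and the fits without WT replicate 2 or 5 or SCA7 replicate 4 or 5. In the cervical spinal cord 5 genes differed, by at most 2.33 on the log2 scale, and the gene with the largest difference is not named here. Of those named, *Prg4* was at 7.87 against the paper's 5.992226, closed by DESeq2 (6.06) and limma-voom. *H19* was at 5.70 against the paper's 4.279946, closed by DESeq2 (4.34), the replicate block, limma-voom and the fit without SCA7 replicate 5. *Slc22a6* was at 6.03 against the paper's 4.440406, closed by DESeq2 (4.49), limma-voom and the fits without WT replicate 4 or SCA7 replicate 5. *Prep*, taken under the symbol that the Supplemental Table prints, was at 0.17 against the paper's 2.334158, and none of the 17 alternatives set before the data were examined closed the gap, but whether the table meant another symbol was not checked. The other alternatives left the gap open for each of these genes.

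Of the 8 genes of Table 1, 6 passed in the medulla, against about 3 in the paper's Table 1, read by eye. DESeq2 gave 4, library totals 2, at least 10 counts in every library 2, no filter 3, thinned libraries 3, and the fits without WT replicate 2, WT replicate 5, SCA7 replicate 4 and SCA7 replicate 5 gave 2, 3, 3 and 2, all of which closed the gap, while the other 10 alternatives did not.

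The paper lists *Mobp* and *Mog* among genes that fall with pathological ataxin-7, and in the medulla they were not past the threshold (*Mobp* -1.15 (adjusted p = 0.0673), *Mog* -0.35 (adjusted p = 0.471)). *Mobp* passed in the medulla with library totals, the replicate block, limma-voom and without SCA7 replicate 2, and *Mog* with limma-voom, and both passed with depth as a block and among the deep libraries, which were chosen after seeing the values. The paper gives *Slc1a3* as reduced in both tissues by qPCR, and here it changed by -0.55 (adjusted p = 0.186) in the medulla and -0.30 (adjusted p = 0.630) in the cervical spinal cord. It passed in the medulla with limma-voom and, as a fit chosen after seeing the values, among the deep libraries, and in the cervical spinal cord under no alternative. The paper shows the genes of Tables 1 to 3 in heatmaps of differentially expressed genes, and *Slc7a6*, *Gpi1*, *Gnao1* and *Slc25a18* did not pass in either tissue, nor did *Slc6a3* in the cervical spinal cord. In the medulla limma-voom called all of the first 4, *Slc7a6* and *Gpi1* as higher in SCA7 mice, and so did the fit among the deep libraries, chosen after seeing the values. Depth as a block, chosen in the same way, called *Slc7a6*, *Gpi1* and *Slc25a18* there. *Slc7a6* was also called in the medulla without SCA7 replicate 2 or 3, and *Slc25a18* with all ages in one fit and without WT replicate 3 or SCA7 replicate 1, 2 or 3, and in the cervical spinal cord no alternative called any of the 5. The paper reports no difference in myelination genes in pups and 5-week mice, where 2 genes of Table 3 passed in the 5-week medulla and 1 in the 5-week cervical spinal cord, all lower in SCA7 mice. With all ages in one fit, no gene passed as lower in either 5-week tissue. In the 5-week cervical spinal cord no gene passed with at least 10 counts in every library or with thinned libraries.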

Other observations

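The tests of genes without counts in the shallow libraries, the share of glia, the depth of the libraries for *Slc1a2*, sex and reads that match several genes were chosen only after the results were seen. The 10 9-week mice were regrouped 5 against 5 in 100 ways, the real grouping included, and 1 of 100, the real one, gave as many genes as the real grouping in the medulla and 1 of 100 in the cervical spinal cord. The other groupings had medians of 8 and 17 genes and maxima of 1134 and 656. The 16 groupings that kept the deep WT libraries apart from the deep SCA7 libraries gave at least 917 genes in the medulla and 432 in the cervical spinal cord, whichever shallow libraries went with them, so that the counts of genes rest on the 4 deep libraries of each tissue. With DESeq2, 4 of 60 groupings gave as many genes in the medulla and 2 of 60 in the cervical spinal cord, the real one included. The others, with 748, 745 and 629 genes in the medulla and 268 in the cervical spinal cord, all put the 4 deep libraries into 1 group, so that they follow the depth of the libraries. The remaining regroupings gave at most 4 genes in the medulla and 47 in the cervical spinal cord. These 60 were the first in a sorted order and not a random draw. Of the 4 groupings among the 100 with all deep cervical spinal cord libraries in 1 group, only that with 268 genes was included. The share of 2 of 60 may therefore be too low. For each of the 3 lists of the paper, 1 of 100 groupings, the real one, gave a fry p as small in each tissue. For the likeness of the changes in the tissues, r was as high in 17 of 100 groupings, with a median r of 0.198 in the others. Most of these groupings divided the deep libraries unevenly in both tissues, as did the highest, at 0.602. The real grouping divided them evenly, and other even groupings with an r as high had 0.449 and 0.425. An uneven division is an unlike comparison, so the regroupings do not decide whether chance gives this likeness.

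Of the genes past the threshold, 76.6% in the medulla and 75.3% in the cervical spinal cord had a mean count under 1 in the shallow libraries, which may explain why the counts of genes moved so far with the filter. The deep and shallow libraries differed beyond sampling: after thinning to equal depth, 386 and 391 genes still differed between them, 299 and 307 of them higher in the shallow libraries, so that sampling depth alone is not the cause. Across genes, log2 of shallow over deep had a Spearman's rho with transcript length of -0.138 in the medulla and -0.0683 in the cervical spinal cord, and with GC content of 0.110 and 0.15, with transcript values for 97.3% and 97.0% of the genes. A weak rho across genes does not exclude gene length or GC content for the genes that differed, so that these values decide nothing in either tissue. Genes sharing at least 50% of their 31-mers with other genes were higher in the shallow libraries than genes sharing none by a median log2 of 1.87 and 4.38, so that a candidate explanation is that reads matching several genes were counted in the shallow libraries and not in the deep ones. Another library preparation stays open.

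At 5 weeks, where SCA7 libraries were shallow and most WT libraries deep, the genes higher in SCA7 mice were also higher in the shallow than in the deep 9-week WT libraries, by a median log2 of 5.98 in the medulla (136 of 137 genes) and 5.79 in the cervical spinal cord (97 of 100 genes), against -0.40 and -0.47 over all genes. These genes may therefore differ with the depth and not with the genotype. For the smaller change of the genes of Table 3 in the young mice, 9-week choices with the same pattern had medians of -1.16, -1.46 and -1.16 or lower for the 5-week medulla, the 5-week cervical spinal cord and the P8 medulla. The paper chose these genes on the 9-week libraries, which sets the 9-week medians in part, so that an effect of age and one of too few mice and the depth cannot be told apart. The change of the lists with age was compared through these choices alone, and in the 5-week medulla depth and genotype cannot be told apart. At 5 weeks the genes of Table 1 had a median of -0.95 in the medulla (adjusted p = 0.0435), or -0.83 with *Slc7a11* and *Slc7a6*, which were at or under 3 counts in every library of a genotype, at their bounds, and of -0.85 in the cervical spinal cord (adjusted p = 0.0596), or -0.60. The genes of Table 2 had medians of -0.92 (adjusted p = 0.00450), or -0.64, and -1.15 (adjusted p = 0.0822), or -0.97. In the P8 medulla the medians were -0.17 (adjusted p = 0.247) and -0.27 (adjusted p = 0.254).

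Oligodendrocyte and astrocyte genes were lower at 9 weeks, and a lower share of glia in the tissue taken would raise neuron genes. The median of the neuron genes was -0.21 (adjusted p = 0.0601) in the medulla and -0.0580 (adjusted p = 0.264) in the cervical spinal cord, where it turned to 0.24 with library totals. These RNA values therefore cannot tell a lower share of glia from a lower expression within glia. By immunostaining, the paper counted a lower percentage of GFAP-positive cells in the XII and putative phrenic centers. Histology was not analysed here. Motor neuron genes were at 0.54 (adjusted p = 0.264) and -0.0401 (adjusted p = 0.874), endothelial genes at -0.25 (adjusted p = 0.360) and -1.30 (adjusted p = 0.137), and choroid plexus genes at -0.0334 (adjusted p = 0.988) and -0.30 (adjusted p = 0.786). In the medulla meningeal fibroblast genes were at 0.31 (adjusted p = 0.739), Schwann cell genes at 1.21 (adjusted p = 0.614) and red blood cell genes at -1.88 (adjusted p = 0.0702). Of the 13 neuron genes, 13 and 13 were above 1 CPM in WT medulla and cervical spinal cord, 0 in another list and 0 and 0 in the copies of Supplemental Tables 1 and 2; of the 7 motor neuron genes 6 and 7, 0, and 0 and 0; of the 8 endothelial genes 8 and 8, 0, and 0 and 0; of the 8 choroid plexus genes 5 and 4, 0, and 0 and 0. The endothelial median in the cervical spinal cord was -0.52 without WT replicate 1, and that of the red blood cell genes in the medulla -1.11 without SCA7 replicate 4. An unadjusted p of 0.05 was passed in the cervical spinal cord by the neuron genes without WT replicate 4 (-0.18) and by the endothelial genes without WT replicate 3 (-1.40). *Slc1a2* was lower among the deep libraries, by -1.89 in the medulla and -1.34 in the cervical spinal cord, so that the depth of the libraries is not the cause of its change, while the shallow libraries gave a larger change by -1.07 and -0.99.

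The largest Y-linked value in the 15 deep libraries was 0 CPM (limit 0.104 CPM), 11 shallow libraries held up to 3 Y-linked counts, and *Xist* was between 106 and 764 CPM in all 35, so that all mice sampled may be female. The paper states that its experiments used males and females in equal measure. *Atxn7* itself changed by 0.29 (adjusted p = 0.750) in the 9-week medulla and 0.41 (adjusted p = 0.607) in the cervical spinal cord. Of the genes that the paper measured by qPCR, *Nos2* changed by -0.50 (adjusted p = 0.543) and -0.50 (adjusted p = 0.601) and *Arg1* by 0.09 (adjusted p = 0.962) and 0.18 (adjusted p = 0.896), and each had no counts in at least 5 of 10 libraries. *Il1b* passed the filter in the medulla alone, with 1.40 (adjusted p = 0.101), and *Tnf* in neither tissue.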
